# Phenotypic and transcriptomic characterization of canine myeloid-derived suppressor cells

**DOI:** 10.1038/s41598-019-40285-3

**Published:** 2019-03-05

**Authors:** Michelle R. Goulart, Sabina I. Hlavaty, Yu-Mei Chang, Gerry Polton, Anneliese Stell, James Perry, Ying Wu, Eshita Sharma, John Broxholme, Avery C. Lee, Balazs Szladovits, Mark Turmaine, John Gribben, Dong Xia, Oliver A. Garden

## Abstract

Myeloid-derived suppressor cells (MDSCs) are key players in immune evasion, tumor progression and metastasis. MDSCs accumulate under various pathological states and fall into two functionally and phenotypically distinct subsets that have been identified in humans and mice: polymorphonuclear (PMN)-MDSCs and monocytic (M)-MDSCs. As dogs are an excellent model for human tumor development and progression, we set out to identify PMN-MDSCs and M-MDSCs in clinical canine oncology patients. Canine hypodense MHC class II^−^CD5^−^CD21^−^CD11b^+^ cells can be subdivided into polymorphonuclear (CADO48A^+^CD14^−^) and monocytic (CADO48A^−^CD14^+^) MDSC subsets. The transcriptomic signatures of PMN-MDSCs and M-MDSCs are distinct, and moreover reveal a statistically significant similarity between canine and previously published human PMN-MDSC gene expression patterns. As in humans, peripheral blood frequencies of canine PMN-MDSCs and M-MDSCs are significantly higher in dogs with cancer compared to healthy control dogs (PMN-MDSCs: p < 0.001; M-MDSCs: p < 0.01). By leveraging the power of evolution, we also identified additional conserved genes in PMN-MDSCs of multiple species that may play a role in MDSC function. Our findings therefore validate the dog as a model for studying MDSCs in the context of cancer.

## Introduction

Myeloid-derived suppressor cells (MDSCs) comprise a functionally distinct phenotype of innate immune cells that play an important role in the immune dysregulation characteristic of cancer^1–4^. Recent years have witnessed an increasing recognition of the clinical relevance of MDSCs. Accumulation of these cells has been reported in practically all human cancers, and increased frequencies of circulating MDSCs have been correlated with poor prognosis, offering a biomarker of clinical outcome in a variety of cancer histotypes^5^.

Generated by pathological subversion of polymorphonuclear (PMN) and monocytic (M) differentiation and activation pathways in the context of chronic inflammatory conditions and cancer, MDSCs represent a heterogeneous population of two major subsets, PMN-MDSCs and M-MDSCs, which are identified by a combination of multiple lineage markers. In mice, PMN-MDSCs are defined as CD11b^+^Ly6G^+^Ly6C^lo^ cells, while M-MDSCs are defined as CD11b^+^Ly6G^−^Ly6C^+^ cells. In humans, PMN-MDSCs are characterized as CD11b^+^CD14^−^CD15^+^ or CD11b^+^CD14^−^CD66b^+^ cells, while M-MDSCs are CD11b^+^CD14^+^HLA-DR^−/lo^ CD15^−^ cells. A third group comprising immature myeloid progenitors has also been described as Lin^−^(CD3/14/15/19/56)/^−^HLA-DR^−^/CD33^+^ cells^4,6–8^.

Although a number of pivotal mechanistic studies on the pathobiology of cancer have been performed using the mouse as a model for humans, there is an unmet need for animal models that better recapitulate human cancer to investigate novel therapeutic targets, including cellular targets such as MDSCs^9,10^. Canine malignancies have already been recognized as strong comparative models for several human cancers^11,12^. Dogs spontaneously develop a variety of tumors that share many features with human cancer, including clinical, pathological, and molecular characteristics^11–13^. Furthermore, dogs have an intact immune system that allows faithful recapitulation of the tumor microenvironment and circulating regulatory T cells of human patients^11,14^. Of note, a number of drugs utilized in veterinary medicine were originally developed for human use, further emphasizing the bilateral benefits of the One Health approach to both dogs and humans alike^11–13^. The contributions of the comparative oncology field thus far therefore raise the question of whether dogs with spontaneous tumors may also shed insight into MDSC biology.

To date, two seminal studies described MDSCs in a variety of cancer histotypes in dogs^15,16^, but many questions remain unanswered. Although these studies identified the existence of this suppressive myeloid cell population in the peripheral blood of dogs, this early work did not characterize the two subsets of MDSCs, an essential prerequisite to their investigation in canine models of human cancer. The current study therefore set out to characterize MDSC subsets in tumor-bearing dogs, hypothesizing that their cellular phenotype and transcriptomic signatures would reflect those of both human and murine MDSC subsets. We identified two distinct myeloid cell populations in the circulating blood of tumor-bearing dogs with similar phenotypic, functional, and transcriptomic characteristics to human and murine PMN-MDSCs and M-MDSCs. Capitalizing on the power of a comparative evolutionary approach, we characterized the cellular and transcriptomic phenotype of both PMN-MDSCs and M-MDSCs. We identified five transcripts that are expressed at high levels by canine, human, and murine PMN-MDSCs, yielding novel insights into fundamentally conserved PMN-MDSC gene expression patterns spanning multiple evolutionary taxa.

## Materials and Methods

### Study population and sample collection

Peripheral blood samples were collected from dogs with cancer or non-neoplastic inflammatory diseases recruited at the Royal Veterinary College (RVC), North Downs Specialist Referrals (NDSR), and Fitzpatrick Referrals (Oncology and Soft Tissue; FR) in the United Kingdom, and the School of Veterinary Medicine at the University of Pennsylvania (Penn Vet) in the United States of America. Healthy control dogs were also recruited at the RVC and Penn Vet, defined by an absence of clinically significant findings following a detailed history and physical examination performed by a veterinarian or veterinary nurse. Inflammatory control dogs included those with infectious or immune-mediated disease, in which neoplasia was ruled out by relevant diagnostic tests, including imaging of the thorax and/or abdomen. Forty-one tumor-bearing, 37 inflammatory, and 31 healthy dogs were recruited at the RVC; 51 tumor-bearing dogs were recruited at NDSR; five tumor-bearing dogs were recruited at FR; and 21 tumor-bearing, three inflammatory, and 25 healthy dogs were recruited at Penn Vet.

Tumor burden was classified as follows: For B cell lymphoma, patients were grouped based on the World Health Organization staging system, with stage I/II defined as low burden and stage III-IV defined as high burden. In patients with solid non-lymphoid tumors, a low burden tumor was defined as one whose sum of the longest diameters of the lesions was smaller than 5 cm without evidence of lymph nodal and/or distant metastasis. A high burden tumor was defined as one whose sum of the longest diameters of lesions was greater than 5 cm, with or without evidence of lymph nodal and distant metastasis. This study was approved by the RVC’s Clinical Research Ethical Review Board (URN 2014 1285), the University of Pennsylvania’s Institutional Animal Care and Use Committee, and Penn Vet’s Privately Owned Animal Protocol Committee; all samples were collected and processed in accordance with the relevant guidelines and regulations. A peripheral blood sample was collected aseptically from each dog from the jugular or lateral saphenous vein into one or more EDTA tubes after informed consent was granted by the owner of each dog. All blood was processed within 48 hours of collection.

### Preparation of PBMCs and PMN cell isolation

MDSCs were isolated from the mononuclear fraction following density gradient centrifugation as follows. Blood was diluted with an equal volume of sterile Dulbecco’s Phosphate-Buffered Saline (DPBS; Corning Cellgro, Tewksbury, MA, USA) containing 2% v/v fetal bovine serum (FBS; Hyclone, Logan, UT, USA), and gently layered over Histopaque-1077^®^ (Sigma-Aldrich, St. Louis, MO, USA). Samples were centrifuged at 400 *g* for 30 minutes, with acceleration and deceleration set to zero. The peripheral blood mononuclear cell (PBMC) layer was washed twice with Roswell Park Memorial Institute (RPMI)-1640 medium (Life Technologies, Carlsbad, CA, USA) containing 10 mM HEPES, 2 mM L-glutamine (Life Technologies), 100 units/mL penicillin-streptomycin (Life Technologies), 10% FBS, and 50 μM 2-mercaptoethanol (Life Technologies) (complete medium), before re-suspension in DPBS containing 10% v/v FBS and staining for analytical flow cytometry or flow-assisted cell sorting (FACS™). PMNs were isolated from the remaining cell fraction after removal of the mononuclear cells and treatment with Red Blood Cell (RBC) Lysis Buffer (Multi-Species; Thermo Fisher Scientific, San Diego, CA, USA) according to the manufacturer’s instructions. After RBC lysis, cells were washed and re-suspended in DPBS-10% v/v FBS for staining.

### Flow cytometry and cell sorting

For MDSC analysis, PBMCs were labelled with a cocktail of monoclonal antibodies (mAb) for 30 minutes at 4 °C according to the respective manufacturer’s protocol. The cocktail comprised APC-conjugated anti-dog MHC II (clone YKIX334.2; Thermo Fisher Scientific), PE-conjugated anti-dog-CD5 (clone YKIX322.3; Bio-Rad, Hercules, CA, USA), PE-conjugated anti-dog CD21 (clone CA2.1D6; Bio-Rad), PE-Alexa647-conjugated anti-human CD14 (clone TUK4; Bio-Rad), PE-Cy7-conjugated anti-dog PMN leukocyte antigen (antigen unknown, clone CADO48A; University of Washington, Pullman, WA, USA), and Alexa Fluor 488-conjugated anti-mouse CD11b (clone M1/70; Thermo Fisher Scientific). PMNs from tumor-bearing or healthy dogs were identified as CADO48A^+^ cells isolated from the RBC-containing pellet. Antibody-labeled cells were washed twice and re-suspended in DPBS-10% v/v FBS, then incubated with 4′,6-diamidino-2-phenylindole (DAPI; BioLegend, San Diego, CA, USA) at room temperature for 10 minutes prior to analysis.

Flow cytometric data were acquired using a FACSCanto II flow cytometer (Becton-Dickinson (BD); Franklin Lakes, NJ, USA) and analyzed using FlowJo^®^ software, version 10.3 (Tree Star, Ashland, OR, USA). Cell sorting was performed using a BD FACSAria III or a BD FACSAria Fusion in the case of dogs recruited at the RVC, and a BD FACSAria II in the case of dogs recruited at Penn Vet. Monocytes were isolated from the PBMC layer and identified as CD5^−^CD21^−^MHCII^+^CD11b^+^CD14^+^ cells (H MONOs, healthy donor; C MONOs, tumor-bearing donor), while PMNs were isolated from the hyperdense pellet and identified as CD5^−^CD21^−^MHCII^−^CD11b^+^CADO48A^+^ cells (H PMNs, healthy donor; C PMNs, tumor-bearing donor). MDSCs were isolated from the PBMC layer, with M-MDSCs identified as CD5^−^CD21^−^MHCII^−^CD11b^+^CD14^+^CADO48A^−^ cells, and PMN-MDSCs identified as CD5^−^CD21^−^MHCII^−^CD11b^+^ CD14^−^CADO48A^+^ cells.

### Analysis of MDSC frequencies

Frequencies of MDSCs isolated from peripheral blood were reported as median [25^th^, 75^th^ percentiles]. A linear mixed effects model was used to assess differences between PMN-MDSCs and M-MDSCs, and among tumor-bearing, inflammatory disease and healthy dogs, and specific contrasts were constructed to compare high and low burden tumors. Frequencies of MDSCs were log transformed, ln (0.1+ frequency), prior to the analysis.

### Cytocentrifuge spin preparation

A Shandon Cytospin 2 centrifuge (Sandon Southern Products Ltd., Astmoor, UK) was used to deposit cells onto Shandon cytoslides (Thermo Sandon Limited, UK). The slides were dried, stained with Modified Wright’s (Siemens Hematek Stain Pak, NY, USA) using a Hematek automated stainer (Siemens, Tarrytown, NY, USA) and examined with a BX50 microscope (Olympus, Tokyo, Japan). Images were captured with a SC50 camera and edited with CellSens^®^ software (Olympus; Southend-on-Sea, UK).

### Electron microscopy and ER dilation scoring

PMN-MDSCs and PMNs were isolated from two tumor-bearing dogs, while monocytes were isolated from one tumor-bearing dog. Cells were fixed in 2% w/v paraformaldehyde and 1.5% w/v glutaraldehyde in 0.1 M sodium cacodylate for 24 hours at 3 °C. After washing in 0.1 M sodium cacodylate twice, each time for 30 minutes, cells were embedded in 2% w/v agarose. Specimens were then dehydrated in a graded ethanol-water series, before being immersed in agar resin. The specimens were left in fresh agar resin for eight hours, before being hardened for 48 hours at 60 °C. Representative areas were selected and ultra-thin sections cut at 70–80 nm using a diamond knife in an Ultracut S microtome (Reichert Technologies; Munich, Germany). Sections were collected on 200 mesh copper, stained with lead citrate, and viewed with a 1010 transition electron microscope (Jeol; Peabody, MA, USA). Images were recorded using an Orius CCD camera (Gatan; Pleasanton, CA, USA). Our approach was adopted from a published protocol^17^, reviewing at least 100 cells per sample. The proportion of visible cytoplasmic area per cell containing dilated ER was estimated, scores 1, 2, and 3 representing areas of up to one third, more than one third but less than two thirds, and more than two thirds respectively.

### T cell suppression assay

Proliferation assays were performed in duplicate, when cell numbers allowed, in 96-well, flat bottom culture plates pre-coated with anti-dog CD3 mAb (clone CA17.2A12; Bio-Rad), applied as a 5 µg/ml solution for two hours at 37 °C before washing. An aliquot of 100,000 healthy PBMCs was deposited into each well, alone or with either PMNs from tumor-bearing or healthy dogs, or PMN-MDSCs, at a 1:1 ratio. Anti-CD28 mAb (clone 1C6; ThermoFisher Scientific) was added to each well at a final concentration of 2.5 µg/ml. Plates were incubated at 37 °C for 72 hours in an atmosphere of 5% carbon dioxide, before staining of the cells for analytical flow cytometry on a BD FACSCanto II. Responder PBMCs and co-cultured cells, if applicable, were harvested and stained with eBioscience fixable viability dye (eFluor780, Thermo Fisher Scientific) for 20 minutes at room temperature, followed by a 30 minute incubation at 4 °C with a cocktail comprising of anti-dog CD5 (as above) and AlexaFluor647-conjugated anti-dog CD8 mAb (YCATE55.9; Bio-Rad). The cells were then fixed and permeabilized (Foxp3/Transcription Factor Staining Buffer Set; Thermo Fisher Scientific) prior to staining with pacific blue-conjugated anti-mouse/rat Ki-67 (SolA15; Thermo Fisher Scientific) for 30 minutes at 4 °C. A linear mixed effects model was used to analyze suppression assay results. Normality of the residuals were inspected using histograms and Shapiro-Wilk normality test. The analyses were carried out in R using lme4 (Version 1.1.17), lmerTest (Version 3.0.1) and multcomp (Version 1.4.8) packages.

### RNA extraction

FACS™ was used to isolate MDSC subsets from dogs with cancer, alongside PMNs and monocytes from both tumor-bearing and healthy dogs. Cells were centrifuged at 600 *g* for five minutes at 4 °C, re-suspended in RNA-Bee (Amsbio; Abingdon, UK), and stored at −80 °C until extraction. RNA extraction was performed using the Direct-zol RNA MicroPrep Kit (Zymo Research; Irvine, CA, USA) according to the manufacturer’s protocol. RNA was stored at −80 °C.

### Library preparation and sequencing

RNA sequencing (RNA-Seq) libraries were prepared and sequenced by the Oxford Genomics Centre at the Wellcome Centre for Human Genetics, using the protocol for low-input RNA library preparation with Smart-seq2^18^. Briefly, full-length cDNA was generated from 0.6–1.0 ng of total RNA. Illumina libraries were prepared from cDNA samples using the Nextera XT DNA Library Prep Kit (Illumina, San Diego, CA, USA) and PCR-amplified with in-house indexing primers^19^. All samples were sequenced on the Illumina HiSeq4000 platform, with 75 bp paired-end sequencing.

### Read processing and expression quantification

Reads were trimmed for Nextera, Smart-seq2 and Illumina adapter sequences using skewer-v0.1.125^20^. Trimmed read pairs were aligned to a modified reference genome comprising the canine genome *Canis familiaris* CanFam3.1 and External RNA Controls Consortium (ERCC) spike-in mix sequences (ThermoFisher), using HISAT2 version 2.0.4^21^ with default parameters. Duplicate reads were marked using MarkDuplicates.jar implemented in Picard tools v1.92 (http://broadinstitute.github.io/picard/, February 2018). Binary Alignment Map (BAM) alignments were name-sorted with Samtools version 1.1^22^. Reads mapping uniquely to exons of genes annotated in Ensembl release 81^23^ were counted using featureCounts^24^ implemented in subread-v1.5^25^.

### Data quality control and differential expression analysis

Alignment metrics were calculated using CollectRnaSeqMetrics from Picard tools for both full BAM files, and BAM files with potential PCR duplicates were marked. Additional metrics were calculated and downstream analysis performed with custom R scripts using R core tools^26^, v3.1.0 and v3.4.2 respectively. Differentially expressed genes were identified for each comparison using edgeR v3.20.4^27,28^. Genes with significant differential expression and a false discovery rate (FDR) ≤0.05 in each comparison were used for gene-ontology enrichment analysis using GOseq v1.22.0^29^.

Gene enrichment comparisons were plotted on Venny 2.1.0 (http://bioinfogp.cnb.csic.es/tools/venny/). Ingenuity Pathway Analysis (IPA) (Qiagen, Hilden, DE) was used for interpretation of the RNA-Seq data, using differentially expressed genes whose fold change (FC) ≥2 and FDR ≤ 0.05. In pathway enrichment analysis, p-values were calculated by right-tailed Fisher’s exact tests, which indicate the probability of association of molecules from the dataset with the canonical pathway by random chance alone. The Z-score was used to quantitatively compare the dataset with the canonical pathway patterns, taking into account the activation state of one or more key molecules when the pathway was activated, as well as the molecules’ causal relationships with each other. Pathways with p ≤ 0.05 in the enrichment analysis were considered enriched, while the activation states of pathways were determined when |Z-score| ≥ 2. Heatmaps illustrating the RNA-Seq dataset were created in Morpheus (https://software.broadinstitute.org/morpheus/, Broad Institute), using only those genes expressed in every patient and cell type with transcripts per million (TPM) values of over 10. Clustering of the rows and columns in the heatmap comparing transcriptomic signatures of different cell types was performed using the 1-Spearman rank correlation metric as the measure of dissimilarity. Box-and-whisker plots were drawn and all transcriptomic analyses were undertaken in R v3.4.2 (The R Foundation, Vienna, AT), using R packages lattice v0.20.35 and ggplot2 v2.2.1. R was also used to create principal component analysis (PCA) and volcano plots.

### Reverse transcriptase-quantitative PCR

RNA was converted into cDNA using the High-Capacity RNA-to-cDNA Kit (ThermoFisher Scientific), following the manufacturer’s protocol. RT-qPCR reactions were prepared according to the manufacturer’s protocol, using TaqMan Fast Advanced Master Mix (ThermoFisher Scientific). Primers, all purchased from ThermoFisher Scientific, recognized hypoxanthine phosphoribosyltransferase 1 (HPRT1; Cf02690456_g1), ribosomal protein L13a (RPL13A; Cf04947268_gH), lactoferrin (LTF; Cf02649397_m1), lipocalin 2 (LCN2; Cf02667820_m1), cathelicidin (CAMP; Cf02626391_m1), erythrocyte band protein EPB41L3 (Cf02682517_m1), and the matrix metalloprotease MMP8 (Cf03649138_u1). The reactions were run on a Quant Studio 6 Flex Real-Time PCR System (ThermoFisher Scientific), using recommended cycle conditions for TaqMan Fast Advanced Master Mix: hold at 50 °C for 2 minutes, hold at 95 °C for 20 seconds, and 40 cycles of denaturing for 1 second at 95 °C, followed by annealing and extending for 20 seconds at 60 °C.

No-template and no-reverse transcriptase reactions were used as controls, verifying the specificity of the assay. PCR efficiency was determined by testing the primers across a 4 or 5-fold logarithmic dilution of cDNA template. The plot of Cq versus template concentration was used to calculate the slope, and amplification efficiency (E) of individual primers was determined by the equation $${\rm{E}}={10}^{-1/{\rm{slope}}}$$. The most stable reference genes, HPRT1 and RPL13A, were selected from a set of tested candidate reference genes as determined by the qbase + (Biogazelle) implementation of geNorm. Relative expression of genes was determined by Pfaffl’s model,

$${\rm{Relative}}\,{\rm{Expression}}=\frac{{({{\rm{E}}}_{{\rm{target}}})}^{{{\rm{\Delta }}\mathrm{Cq}}_{{\rm{target}}}(control-sample)}}{{({{\rm{E}}}_{{\rm{ref}}})}^{{{\rm{\Delta }}\mathrm{Cq}}_{{\rm{ref}}}(control-sample)}}$$

where E_target_ is the efficiency of the target gene primer, E_ref_ is the efficiency of the reference gene primer, ΔCq_target_ is the difference in Cq of C PMNs and PMN-MDSCs for the target gene transcript, and ΔCq_ref_ is the difference in Cq of C PMNs and PMN-MDSCs for the reference gene transcript.

### Cross-species comparisons

Data used for the cross-species analysis of PMN-MDSCs were obtained from the authors^30^ and NCBI (GEO accession number GSE43254)^31^. Differential gene expression for murine data was evaluated in GEO2R (NCBI), using the Benjamin-Hochberg multiple comparisons correction and auto-detecting log transformation. Gene lists used to create Venn diagrams excluded genes with absolute FC < 2 and FDR > 0.05. Only those genes expressed in all three species were included in similarity score calculation. Gene lists for each species were ranked in the following order: FDR ≤ 0.05 and FC ≥ 2, FDR ≤ 0.05 and FC ≤ −2, FDR ≥ 0.05 and FC ≥ 2 and FDR ≥ 0.05 and FC ≤ −2, so that most significantly upregulated genes were at the top and the most significantly downregulated genes were at the bottom of the list, followed by non-statistically significant genes. Each cell-type-specific signature from dog was compared with respective human and murine signatures using the R package OrderedList v1.48.0^32^. This tool determines the number of shared elements in the first n elements of two lists and calculates a final similarity score, genes receiving more weight the closer they are to the top or bottom of the list. Similarity scores for n = 500 are reported. To assess the statistical significance of the similarity scores, the observed values were compared with a null distribution obtained by reshuffling the genes.

Pathway enrichment analysis was performed in IPA for the 44 commonly upregulated genes in human and canine PMN-MDSCs. Those pathways containing two or more genes (from the list of 44 shared genes) showing the strongest statistical significance were reported.

## Results

### Hypodense myeloid cell subsets accumulate in the peripheral blood of tumor-bearing dogs

To test the hypothesis that phenotypically distinct hypodense myeloid cell subsets resembling PMN-MDSCs and M-MDSCs exist in canine blood, PBMCs were stained with a mAb panel reflective of the phenotypic markers used to identify human MDSC subsets^4,6,33^. Using a cascaded gating strategy as shown in Fig. 1a, hypodense myeloid cells resembling MDSCs, i.e. CD5^−^CD21^−^MHCII^−^CD11b^+^ cells, were stratified into two distinct subsets – one expressing CADO48A^+^, a canine specific neutrophil marker (putative PMN-MDSCs), and the other expressing CD14^+^ (putative M-MDSCs). Morphologic examination of cytocentrifuged preparations of these two myeloid populations supported their putative identity as MDSC subsets: the CADO48A^+^ cells resembled PMNs with segmented nuclei, while the CD14^+^ cells resembled monocytes with a large nucleus and vacuolar cytoplasm, reflecting MDSC images previously published in the human and murine literature^34–37^ (Fig. 1b). Parental gating analyses were also consistent with our view that these cells were MDSCs (Supplementary Fig. S1A).

**Figure 1:**
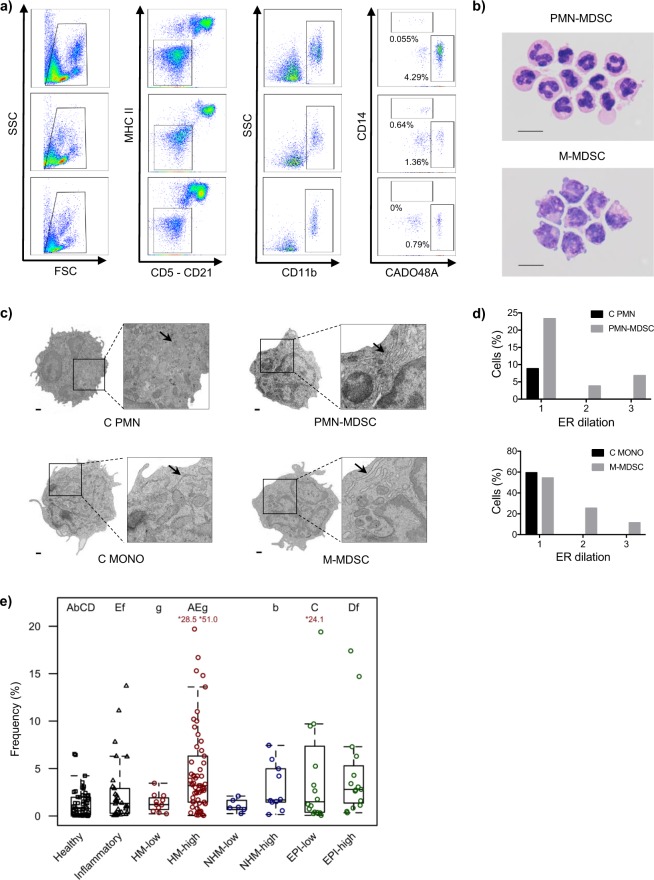
Two phenotypically distinct subsets of hypodense myeloid cells can be isolated from canine peripheral blood. (**a**) Gating strategy used to identify putative PMN-MDSC (CADO48A^+^CD14^−^) and M-MDSC (CADO48A^−^CD14^+^) subsets in the peripheral blood of dogs. Shown are representative examples from dogs that have PMN-MDSC frequencies (relative to total PBMCs) similar to the median values of all dogs in that group (cancer, top, median: 2.58%; inflammatory, middle, median: 1.33%; healthy, bottom, median: 0.78%). (**b**) Cytocentrifuge preparations of flow-sorted MDSCs with PMN (top) and MONO (bottom) morphology. Scale bars: 10 μm. (Images collected by B.S.). (**c**) Images obtained through electron microscopy analysis of cell morphology, with arrows denoting prominent ER. Scale bars: 500 nm, magnification 9700x, featured square magnification 3600x. (Images collected by M.T.). (**d**) C PMNs, PMN-MDSCs, C MONOs, and M-MDSCs were scored for the presence of dilated ER; the bar chart depicts the proportion of cells with each ER dilation score. (**e**) Box-and-whisker plots depicting frequency of PMN-MDSCs in peripheral blood of healthy and inflammatory controls as well as tumor-bearing dogs, grouped by cancer subtype (HM: hematopoietic mesenchymal/mesodermal, NHM: non-hematopoietic mesenchymal/mesodermal, EPI: epithelial) and burden (low vs high). Frequencies are expressed as a percentage of total PBMCs. A capital letter denotes that the two groups are significantly different with p < 0.001; a lowercase letter denotes a significant difference with p < 0.01. In the case of all box-and-whisker plots, the box shows the respective 25th and 75th percentiles, the line indicates the median value, and the whiskers stretch from the lowest to the highest data points still within 1.5 times the interquartile range of the respective lower and upper quartiles. Red values indicate patient frequencies that are off-scale. Each dot represents a single dog.

We next interrogated the ultrastructure of these myeloid subsets, in particular to ask whether they exhibited features of ER stress, manifested through dilation, as has been described in human MDSC subsets^17^. Putative PMN-MDSCs, putative M-MDSCs, PMNs and MONOs were isolated from tumor-bearing dogs and scored for the presence of dilated ER. Although a small proportion of cancer PMNs and MONOs had mild ER dilation (see arrows), with a score of 1, only the putative PMN-MDSCs and putative M-MDSCs exhibited moderate to marked ER dilation (see arrows), with scores of 2 or 3 (Fig. 1c,d), further supporting their identity as MDSCs.

Since increased frequencies of MDSC subsets have been described in human cancer patients and tumor-bearing mice compared to individuals with non-neoplastic inflammatory diseases and healthy controls, we set out to determine whether this pattern could be observed in dogs. First, a global comparison of CADO48A^+^ and CD14^+^ CD5^−^CD21^−^MHCII^−^CD11b^+^ myeloid cell frequencies (relative to total PBMCs) in the peripheral blood of tumor-bearing *versus* control dogs revealed an increased frequency of the CADO48A^+^ myeloid population (putative PMN-MDSCs; 2.53% [0.93, 4.94]) in comparison to healthy dogs (0.78% [0.13, 1.95]; p = 1.8 × 10^−12^) and those with non-neoplastic inflammatory diseases (1.33% [0.31, 2.75]; p = 0.0024) (Supplementary Fig. S1B). The CD14^+^ myeloid population (putative M-MDSCs) was also increased in tumor-bearing dogs (0.20% [0.06, 0.57]) when compared to healthy control dogs (0.14% [0.05, 0.24]; p = 0.018) but not those with inflammatory disease (0.28% [0.12, 0.64]; p = 0.72) (Supplementary Fig. S1C).

Tumor-bearing dogs were then grouped according to broad tumor histotype (hematopoietic mesenchymal/mesodermal, HM; non-hematopoietic mesenchymal/mesodermal, NHM; and epithelial, EPI) and based on tumor burden (low *versus* high burden) (Fig. 1e). In the case of the putative PMN-MDSCs, dogs with high burden HM tumors had higher median frequency than those with low burden HM tumors (3.20% [1.46, 6.32] *versus* 1.20% [0.69, 1.91]; p = 0.0086); statistically significant differences in frequency with burden were not present for NHM tumors (1.69% [1.48, 4.79] *versus* 0.89% [0.72, 1.47]; p = 0.17) or EPI tumors (2.81% [1.37, 5.30] *versus* 1.50% [0.40, 6.31]; p = 0.28). Furthermore, dogs with a high tumor burden, regardless of histotype, had higher frequencies of these cells than healthy control dogs (HM: 3.20% [1.46, 6.32] *versus* 0.78% [0.13, 1.95], p = 1.5 × 10^−13^; NMH: 1.69% [1.48, 4.79] *versus* 0.78% [0.13, 1.95], p = 0.0034; EPI: 2.81% [1.37, 5.30] *versus* 0.78% [0.13, 1.95], p = 5 × 10^−6^). Dogs with high burden HM or EPI tumors also had higher frequencies of the putative PMN-MDSCs than those of non-neoplastic inflammatory control dogs (HM: 3.20% [1.46, 6.32] *versus* 1.33% [0.31, 2.75], p = 0.00015; EPI: 2.81% [1.37, 5.30] *versus* 1.33% [0.31, 2.75], p = 0.0091, respectively). Of dogs with low burden tumors, only those bearing EPI tumors had higher frequencies of these cells than healthy control dogs (1.50% [0.40, 6.31] *versus* 0.78% [0.13, 1.95], p = 0.00098), but not inflammatory control dogs (1.50% [0.40, 6.31] *versus* 1.33% [0.31, 2.75], p = 0.16). Similar differences were not apparent for putative M-MDSCs (Supplementary Fig. S1D). However, dogs with high burden as well as low burden EPI tumors had higher frequencies of putative M-MDSCs than healthy control dogs (high burden: 0.31% [0.09, 0.87] *versus* 0.14% [0.05, 0.24], p = 0.037; low burden: 0.21% [0.15, 0.86] *versus* 0.14% [0.05, 0.24], p = 0.01).

*In toto*, these findings added further credibility to our hypothesis that the myeloid subsets we identified were indeed canine MDSC populations. However, legitimately labeling the cells as MDSCs would require evidence of their suppressive activity, prompting functional studies *in vitro*. For this purpose, we focused on the most numerous of the two myeloid populations, i.e. the CADO48A^+^ cells that were putatively PMN-MDSCs, to ensure that we would have sufficient cells available to allow reliable suppression assays to be performed.

### Hypodense CADO48A^+^ myeloid cells suppress CD8^+^ T cell proliferation *in vitro*

The CADO48A^+^ cells suppressed polyclonal CD8^+^ T cell proliferation as indicated by reduced Ki-67 expression (Fig. 2a), confirming their functional credentials as regulatory cells. PMNs isolated from tumor-bearing dogs showed no statistically significant suppressive activity (Fig. 2b). Our findings therefore confirmed the suppressive function of the CADO48A^+^ cells. Given both the phenotypic resemblance of these cells to PMN-MDSCs and their regulatory credentials, we were able to confirm their identity as PMN-MDSCs. We hypothesized that the CD14^+^ myeloid cells would also be suppressive, and thus tentatively labeled them as M-MDSCs; however, in the absence of evidence of suppressive function, this designation remained speculative. Further interrogation of the molecular phenotype of the myeloid cells followed, drawing comparisons with both human and murine MDSCs.

**Figure 2:**
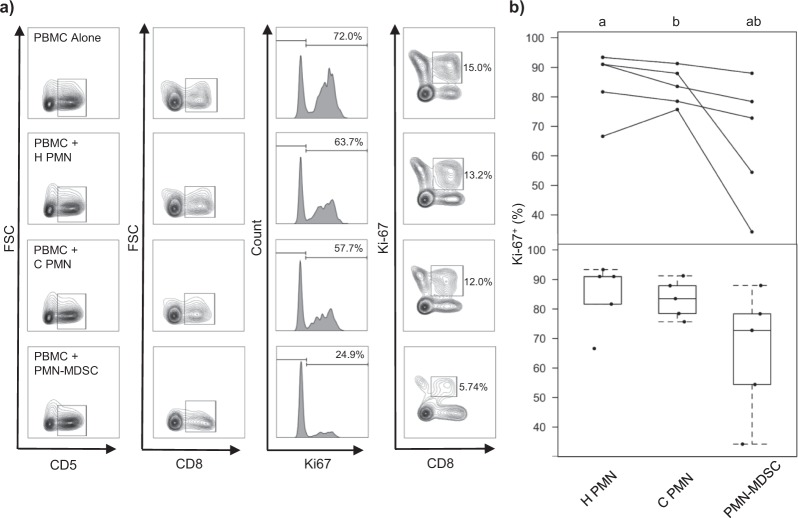
Canine CADO48A^+^ myeloid cells exhibit T cell suppression. (**a**) Exemplar of Ki-67 incorporation in CD5^+^CD8^+^ cells after PBMCs were co-cultured alone or 1:1 with H PMNs, C PMNs, and PMN-MDSCs for 72 hours. Exemplar depicts results using PBMCs from one healthy control dog. (**b**) Summary of proliferation assay results using cells isolated from five tumor-bearing dogs (normalized to PBMCs alone, average of co-culture results with two different healthy PBMCs). Top: Mean proportion of T cells that are Ki67+ [+ as superscript], with each line identifying C PMNs and PMN-MDSCs from the same tumor-bearing dog, as well the H PMNs used in that experiment. Bottom: Box-and-whisker plots depicting arithmetic mean values (dots) for all experiments. In each case, the box shows the respective 25th and 75th percentiles, the line indicates the median value, and the whiskers stretch from the lowest to the highest data points still within 1.5 times the interquartile range of the respective lower and upper quartiles. A letter indicates a significant difference for that comparison (p < 0.01).

### Canine MDSC subsets show distinctive transcriptomic signatures

We undertook RNA-Seq of PMN-MDSCs (n = 8), M-MDSCs (n = 5), PMNs (n = 9), and MONOs (n = 8) isolated from tumor-bearing dogs, and PMNs (n = 5) and MONOs (n = 3) isolated from healthy dogs. 

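Gene counts were analysed here for 9 PMN-MDSC, 10 C PMN, 5 M-MDSC, 8 C MONO, 5 H PMN and 3 H MONO libraries. The paper's numbers for these populations, in the same order, are 8, 9, 5, 8, 5 and 3. Its text does not name the libraries behind them, and all 40 were kept. The libraries were made from flow-sorted blood cells with Smart-seq2, a protocol for low RNA input, and sequenced as 75 bp read pairs. The authors counted the reads that mapped uniquely to exons and deposited the counts, without normalization, for 24580 Ensembl gene IDs of the CanFam3.1 build and 92 ERCC spike-ins. They also deposited CPM and TPM values. Counts on genes ranged from 6299310 to 43296791 per PMN-MDSC library (median 35478599) and from 4229857 to 53502663 per C PMN library (median 30768380). The range was 22202374 to 41055367 in M-MDSCs (median 32022168) and 19130545 to 46120634 in C MONOs (median 31981390). It was 28298329 to 60473238 in H PMNs (median 41788116) and 34302971 to 47962042 in H MONOs (median 45008262). The 9 PMN-MDSC libraries held 6299310, 21918992, 26160902, 28604269, 35478599, 36859319, 37265955, 39884557 and 43296791 counts. The 10 C PMN libraries held 4229857, 21597183, 24945447, 26643321, 27306350, 34230409, 35009831, 40524163, 42565175 and 53502663 counts. Only 1 C PMN library (PAT4694A39) and 1 PMN-MDSC library (PAT4694A43) were under 10000000 counts, and the next lowest of the 40 held 19130545. These 2 libraries had 3470 and 3959 genes with at least 10 counts, against 9480 to 12466 in the others. In each population, every pair of libraries differed by more than the sampling noise (lowest chi-square per degree of freedom 115, in H MONOs). Library names began with GAR4079 or PAT4694, and this prefix was treated as a library series. Series PAT4694 held 4 PMN-MDSC, 4 C PMN, 2 M-MDSC and 4 C MONO libraries, while all libraries from healthy dogs were in series GAR4079. Comparisons were fitted on the counts of the 2 populations concerned with edgeR's quasi-likelihood test, after TMM normalization and the filterByExpr filter on low counts. Genes were called differentially expressed at a Benjamini-Hochberg FDR of at most 0.05. The paper's text names edgeR and the FDR, and leaves open the test within edgeR, the filter and any covariate. The labels give no dog for each library, and libraries were treated as independent. The paper's discussion sets PMN-MDSCs against PMNs of the same patient, so libraries of different populations may share a dog. The fits and permutation tests do not allow for this.

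**Figure D1:**
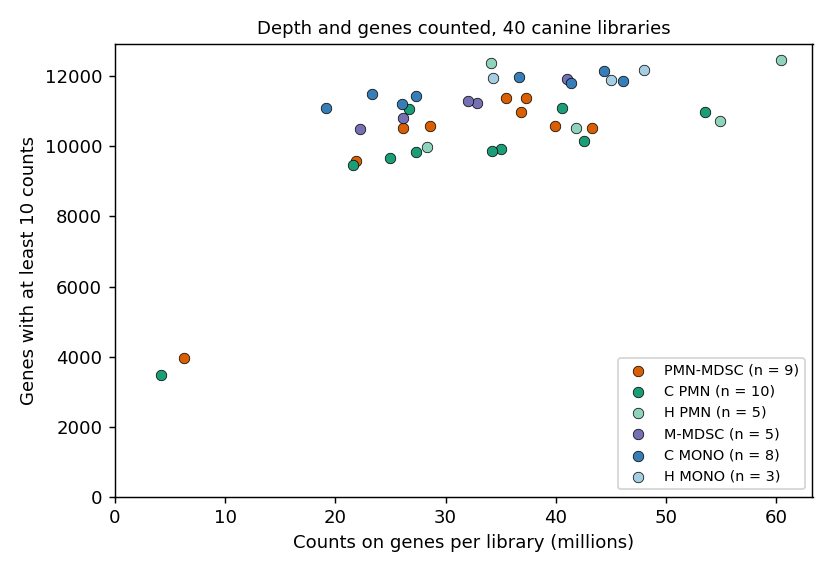
Counts on genes per library (x axis) against the number of genes with at least 10 counts (y axis), with 1 point per library coloured by population. The C PMN library with 4229857 counts had 3470 such genes and the PMN-MDSC library with 6299310 counts had 3959, below all other libraries.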

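The place of each library among the 6 populations was measured as its Euclidean distance to the centroid of each population, with the library itself left out of its own centroid. Distances were taken on log2 CPM (TMM, prior count 2) over the 14467 genes that passed the filter. The PMN-MDSC libraries, 9 here and 8 in the paper, lay 217 ± 78.7 (SD, n = 9) from the C PMN centroid and 281 ± 54.2 (SD, n = 9) from the M-MDSC centroid. All 9 were nearer to the C PMN centroid, and the first distance divided by the second was 0.762 ± 0.163 (SD, n = 9). In order of the distance to the C PMN centroid, the 9 libraries lay 126, 144, 199.55, 201, 209, 214, 223, 231 and 405 from it, and 276, 259, 251, 240.06, 301, 250.29, 271, 266 and 418 from the M-MDSC centroid. The last of these libraries was the PMN-MDSC library of lowest depth. The 5 M-MDSC libraries lay 148 ± 33.1 (SD, n = 5) from the C MONO centroid and 249.57 ± 11.8 (SD, n = 5) from the PMN-MDSC centroid. Each of the 5 was nearer to the C MONO centroid, with a ratio of 0.589 ± 0.115 (SD, n = 5). The centroid of its own population was the nearest of all 6 for 7 of the 9 PMN-MDSC libraries, and that of C PMNs for the other 2. Among the M-MDSC libraries it was the nearest for 2 of 5, and that of C MONOs for the other 3. The M-MDSC centroid was a mean of fewer libraries than the C MONO centroid, and the noise of such a mean lengthens distances to it. Of the 3 H MONO libraries, also few, 2 were nearest to the C MONO centroid. The nearest centroid therefore does not settle whether M-MDSCs form a group of their own. With the difference between library series removed, the ratios were 0.758 and 0.583. The alternative that moved them most was to use the 500 most variable genes, which gave 0.501 and 0.334. With genes scaled to unit variance, or with only the genes over 10 TPM in every library, 8 of the 9 PMN-MDSC libraries were nearer to the C PMN centroid.

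**Figure D2:**
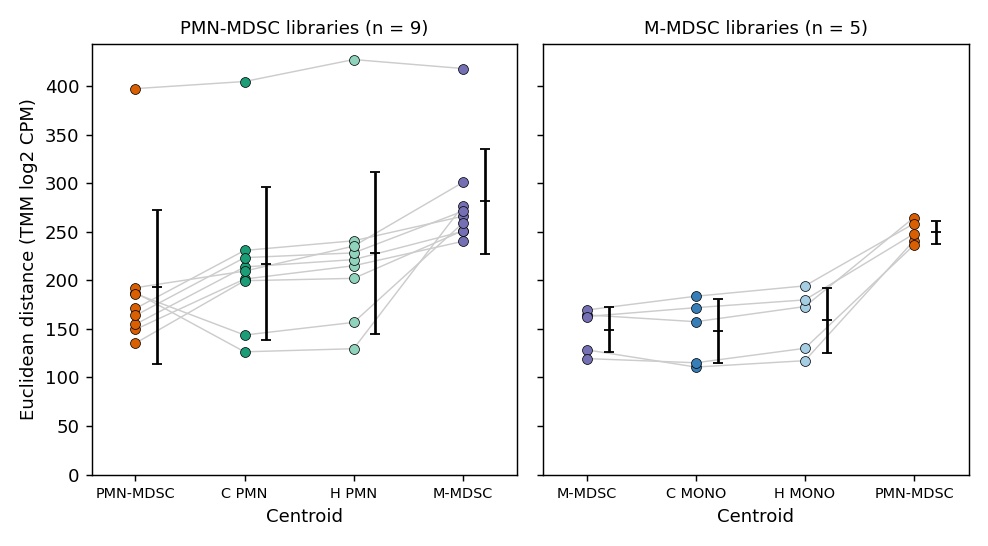
Euclidean distance of each PMN-MDSC library (left, n = 9) and each M-MDSC library (right, n = 5) to the centroids of 4 populations, on log2 CPM. Points are libraries, grey lines join the values of 1 library, and black bars show the mean ± SD. All 9 PMN-MDSC libraries lie nearer to C PMNs than to M-MDSCs, and all 5 M-MDSC libraries nearer to C MONOs than to PMN-MDSCs.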

Principal component analysis of the samples from all dogs suggest the distinctive transcriptomes of the MDSC subsets, which were more closely related to their respective conventional populations than to each other (Fig. 3a). Similar conclusions were derived from a heatmap analysis comparing PMN-MDSCs, M-MDSCs, PMNs isolated from healthy (H PMN) and tumor-bearing patients (C PMN), and MONOs isolated from healthy (H MONO) and tumor-bearing patients (C MONO), supporting the finding that putative M-MDSCs, C MONOs, and H MONOs were more closely related to each other than to PMN-MDSCs, C PMNs, and H PMNs, which occupied a separate cluster (Fig. 3b). 

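For the clustering, the deposited TPM values were averaged over the libraries of each population, for the 699 genes above 10 TPM in every library, which is the filter in the paper's methods. Average-linkage clustering on 1-Spearman rank correlation put all 6 populations in the branch of their lineage. PMN-MDSCs joined C PMNs and H PMNs at a distance of 0.129, while C PMNs and H PMNs joined each other at 0.0304. M-MDSCs joined C MONOs and H MONOs at 0.0314, and the latter pair joined at 0.0179. Between the MDSC subsets the distance was 0.204, against 0.506 between C PMNs and C MONOs. These are distances between means of populations and carry no replicate error. The 2 branches held the same populations with median TPM, with complete linkage and with mean log2 CPM (TMM) over all 14467 filtered genes. When the 40 single libraries were clustered in place of the means, the first branch held only the 2 libraries of lowest depth, and the remaining 38 libraries of both lineages formed the other. Without these 2 libraries, over 2284 genes, the 38 single libraries parted into 22 of the PMN lineage and 16 of the MONO lineage. That setting was chosen after the depths had been seen.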

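The separation of each MDSC subset from its conventional population was tested with the pseudo-F statistic, the variance between the groups over the variance within them, on the same distances as for the centroids. Every division of the libraries into groups of the same sizes was computed, and p is the share with a pseudo-F at least as large. For PMN-MDSCs against C PMNs, pseudo-F was 2.62 and group membership held 13.3% of the variance (exact permutation test, 92378 divisions, n = 9 and 10, p = 0.00188). For M-MDSCs against C MONOs, pseudo-F was 1.93 and the share was 14.9% (exact permutation test, n = 5 and 8, p = 0.000777, the smallest p that 1287 divisions allow). Adjusted over these 2 tests by the Benjamini-Hochberg method, the exact p-values were 0.00188 and 0.00155. With labels permuted only within each library series, the exact p was 0.00226 for PMN-MDSCs and 0.0019 for M-MDSCs, the latter again the smallest possible. Restricted to the genes over 10 TPM in every library, PMN-MDSCs and C PMNs were no longer separated at 0.05 (exact permutation test, p = 0.0743). The permutation test also responds to unequal spread of the groups. Mean distances to the own centroid were 149 in M-MDSCs and 108 in C MONOs, and 193 in PMN-MDSCs and 170 in C PMNs. A part of spread in the small p-values was not ruled out.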

Within each cluster the respective MDSC subset was distinct, confirming its molecular credentials as a separate population from the adjacent conventional cells.

**Figure 3:**
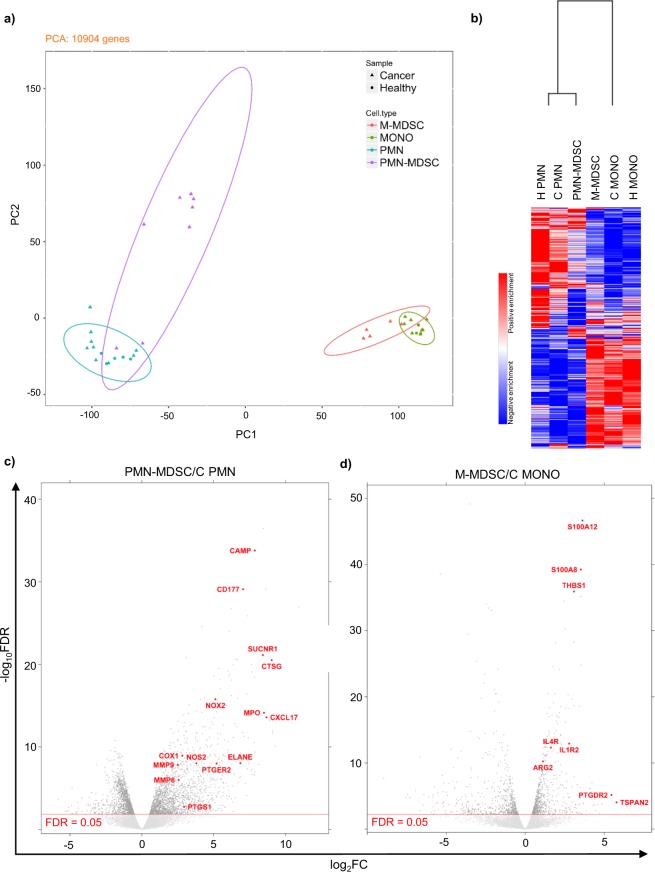
Canine MDSC subsets are characterized by distinct transcriptomic signatures. (**a**) Principal component analysis depicting transcriptional similarities of the different cell populations (demarcated by colors) and whether the sample came from a healthy (circle) or tumor-bearing (triangle) dog. Each symbol indicates one dog. The ellipse summarizes each cell subtype grouping using the multivariate t-distribution. PC1 accounted for 63.8% of all variance, while PC2 accounted for 8.22% of all variance. (**b**) Heatmap comparing transcriptional signatures across the 6 different cell populations, using the 1-Spearman rank correlation metric. Red indicates positive enrichment, and blue indicates negative enrichment. Increased vertical length of the dendrogram is inversely proportional to similarity between the cell types. (**c**,**d**) Volcano plot depicting differentially expressed genes in PMN-MDSCs relative to C PMNs (**c**) and putative M-MDSCs relative to C MONO MONOs (**d**). The red line indicates a significant FDR. Each dot represents one gene, and genes previously associated with MDSC function or novel but strongly upregulated genes are labeled in red.

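Principal components were computed here on all 40 libraries, with genes centred and not scaled. PC1 accounted for 41.0% of the variance and PC2 for 13.4%, with jackknife standard errors over the libraries of 6.37 and 4.78 percentage points. On PC1, C MONOs lay at 160.1 ± 5.76 (SD, n = 8), H MONOs at 161 ± 3.24 (SD, n = 3) and M-MDSCs at 121 ± 13.5 (SD, n = 5). PMN-MDSCs lay at -63.0 ± 38.0 (SD, n = 9), C PMNs at -119.9 ± 36.9 (SD, n = 10) and H PMNs at -120.3 ± 14.7 (SD, n = 5). The lineages did not overlap on PC1, whereas PMN-MDSC libraries, from -126 to -7.44, overlapped with C PMN libraries, from -155 to -29.2. On PC2, the PMN-MDSC and C PMN libraries of lowest depth lay at 342 and 259, and all others between -43.8 and 32.3. On PC3, PMN-MDSCs lay at 73.6 ± 64.8 (SD, n = 9) and C PMNs at -36.2 ± 28.5 (SD, n = 10). Among the alternatives, the 500 most variable genes moved PC1 most, to 74.0%, and the genes over 10 TPM in every library moved PC2 most, to 32.4%. From the positions of the samples in Fig. 3a and the clusters in Fig. 3b, the paper proposes that the MDSC subsets have distinct transcriptomes, each closer to its conventional population than to the other subset.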

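Of the 10278 genes tested between PMN-MDSCs (n = 9, 8 in the paper) and C PMNs (n = 10, 9 in the paper), 1032 were differentially expressed, 871 of them higher in PMN-MDSCs and 161 lower. The common biological coefficient of variation was 0.816. Limma voom with quality weights raised the count most, to 4485 genes, and lowered the share higher in PMN-MDSCs from 84.4% to 54.2%. With scaling to library size alone, 921 genes were called, 99.3% of them higher, and the median log2 fold change of all genes moved from -0.02 to 0.20. Leaving out the C PMN library PAT4694A39 gave 2039 genes, and leaving out the PMN-MDSC library GAR4079A44 gave 1632. Without both libraries of lowest depth, a setting chosen after the depths had been seen, 2355 genes were called, 1504 higher and 851 lower. Fitted with the library series as a term, 1000 genes differed. Within series GAR4079 alone the number was 1954, and within series PAT4694 alone it was 0, with 598 genes at an unadjusted p under 0.05. The files list genes by Ensembl ID and do not pair the IDs with names, and transcripts named in the paper were not analysed here. Among genes with an FDR of at most 0.05 and an absolute FC of at least 2, 13 higher and 3 lower in PMN-MDSCs had no overlap between PMN-MDSC and C PMN libraries. Without these 2 limits, chance gives no overlap for 0.00108% of genes in each direction. The rule for naming genes, fixed before the data were examined, asked for a gene symbol and for 3 genes of each direction with the smallest FDR. Without symbols, the first 2 IDs of each direction are given. ENSCAFG00000004254 was at 4.41 ± 2.92 CPM (SD, n = 9) in PMN-MDSCs and 0.0763 ± 0.108 CPM (SD, n = 10) in C PMNs, with 2 to 419 and 0 to 17 counts. Its log2 fold change was 5.60 (standard error 0.83, adjusted p = 0.000327 from edgeR). ENSCAFG00000014701, with 5 to 291 and 0 to 10 counts, was at 3.38 ± 2.12 CPM (SD, n = 9) against 0.0735 ± 0.104 CPM (SD, n = 10), a log2 fold change of 5.34 (standard error 0.80, adjusted p = 0.000327 from edgeR). ENSCAFG00000031079 was lower in PMN-MDSCs, at 14.0 ± 6.65 CPM (SD, n = 9) against 45.2 ± 13.7 CPM (SD, n = 10), a log2 fold change of -1.68 (standard error 0.32, adjusted p = 0.00225 from edgeR). For ENSCAFG00000020099 the values were 1.01 ± 0.852 CPM (SD, n = 9) and 4.28 ± 1.76 CPM (SD, n = 10), a log2 fold change of -2.02 (standard error 0.48, adjusted p = 0.00997 from edgeR). Both lower genes lost their call with scaling to library size alone.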

On deeper scrutiny of the different patterns of gene expression between cell populations, we observed that canine PMN-MDSCs differentially expressed a number of transcripts associated with MDSC function compared to C PMNs, including those encoding the matrix metalloproteases MMP8 and MMP9, nitric oxide synthase 2 (NOS2), NADPH oxidase 2 (NOX2), myeloperoxidase (MPO), cyclooxygenase 1 (COX1), the chemokine CXCL17, prostaglandin E synthase (PTGS1) and prostaglandin E receptor 2 (PTGER2) (Fig. 3c). A number of transcripts previously not attributed to PMN-MDSC function were also expressed at higher levels, including those encoding succinate receptor 1 (SUCNR1), cathelicidin antimicrobial peptide (CAMP), and cathepsin G (CTSG). 

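Between M-MDSCs (n = 5) and C MONOs (n = 8), 90 of 11874 genes tested were differentially expressed, 60 of them higher in M-MDSCs and 30 lower, and 1626 had an unadjusted p under 0.05. The common biological coefficient of variation was 0.571. With DESeq2's Wald test in place of edgeR's quasi-likelihood test, 508 genes were called. The library series as a term left the number at 91. Within series GAR4079 it was 0, with 769 genes at an unadjusted p under 0.05, and within series PAT4694, which held 2 M-MDSC libraries, it was 9. The number rose to 184 without the M-MDSC library GAR4079A51. It fell to 34 without the M-MDSC library GAR4079A49, to 24 without PAT4694A48 and to 21 without PAT4694A50. Without the C MONO library GAR4079A55 it was 53, without GAR4079A56 it was 56, without PAT4694A2 41, without PAT4694A54 51 and without PAT4694A52 55. No gene is named for this comparison because the IDs are not paired with names.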

Similar observations were made in putative canine M-MDSCs, which expressed transcripts encoding the calcium-binding proteins S100A8 and S100A12 at high levels compared to C MONOs, in addition to tetraspanin 2 (TSPAN2), IL1 receptor 2 (IL1R2), and IL4 receptor (IL4R) (Fig. 3d). 

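Between C PMNs (n = 10, 9 in the paper) and H PMNs (n = 5), 0 of 10871 genes tested reached the FDR of 0.05 in the quasi-likelihood test, and 1002 had an unadjusted p under 0.05. All H PMN libraries were in series GAR4079, and within that series 94 genes differed, 75 higher in C PMNs and 19 lower. The fit with the library series as a term called 2 genes. Other tests called 259 genes (DESeq2), 133 (limma voom), 102 (edgeR's likelihood ratio test) and 60 (edgeR's exact test). A fit of all 40 libraries called 9. Leaving out the C PMN library GAR4079A42 or PAT4694A42 gave 1 gene. Between C MONOs (n = 8) and H MONOs (n = 3), 0 of 12566 genes tested reached the threshold and 938 had an unadjusted p under 0.05. Within series GAR4079 the number was also 0, with 614 genes at an unadjusted p under 0.05. DESeq2 called 58 genes, edgeR's likelihood ratio test 29 and its exact test 24, and 6 were called without the C MONO library GAR4079A57. In simulated counts with these library sizes, the quasi-likelihood test recovered 40.0% of 200 genes changed by 4-fold in the first comparison and 62.5% in the second. No simulated library had a profile apart from its population, unlike the C PMN library of lowest depth. The difference between the 2 lineages in the effect of cancer was itself tested, and 0 genes passed, with 712 at an unadjusted p under 0.05.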

Of interest, the respective PMN and MONO populations showed a number of differentially expressed genes when comparing tumor-bearing and healthy dogs (Supplementary Figs S2A–S2D).

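With the further limit of an absolute FC of at least 2, 857 genes were higher and 154 lower in PMN-MDSCs than in C PMNs. With scaling to library size alone 915 were higher and 6 lower, and with limma voom 1927 were higher and 1228 lower. In series PAT4694 alone both numbers were 0. Across the 19 fits that each left out 1 library, the number higher ranged from 648 to 1501 and the number lower from 59 to 444. The C PMN library PAT4694A39 gave the highest of the former when left out, and the PMN-MDSC library GAR4079A44 the highest of the latter. The lowest numbers came without the PMN-MDSC library GAR4079A46 for higher genes and PAT4694A46 for lower genes. Pathways need gene names and were not analysed here.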

Ingenuity Pathway Analysis was performed on all differentially expressed genes in PMN-MDSCs compared to C PMNs with an absolute FC ≥ 2 and FDR ≤ 0.05. Two pathways were found to be positively enriched in PMN-MDSCs, eukaryotic initiation factor 2 (EIF2) signaling and peroxisome proliferator-activated receptor (PPAR) signaling, while numerous pro-inflammatory pathways were negatively represented (Fig. 4).

**Figure 4:**
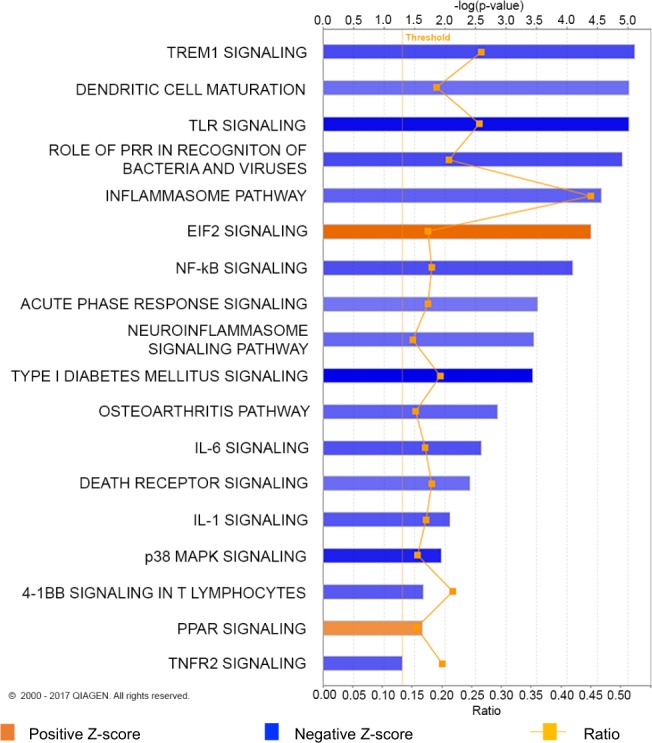
Canine PMN-MDSC transcriptomic signatures show enrichment of immune-related pathways. Ingenuity Pathway Analysis (IPA) of differentially expressed genes in PMN-MDSCs relative to C PMNs. Only those genes with a |FC| ≥ 2 and FDR ≤ 0.05 were imported into IPA. Greater color intensity correlates with stronger enrichment of Z-score, positive (orange) or negative (blue). Ratio refers to the proportion of genes represented in our data set relative to all known genes in IPA’s database for a given pathway.

Taken together, these findings substantiated our view that these hypodense myeloid populations were indeed MDSC subsets that were distinct from the comparative conventional cells.

### Cross-species analysis of PMN-MDSCs identifies a conserved gene signature

Focusing on the more numerous PMN-MDSC population, for which we had functional data, we next formally assessed the degree of similarity of the respective canine, human, and murine cells of this phenotype. We did not perform parallel analyses for our putative M-MDSC population since we have not yet validated their identity by T cell suppression assays.

We compared our canine RNA-Seq data with those previously published on human and murine PMN-MDSCs. For all three species, genes differentially expressed by PMN-MDSCs compared to C PMNs were ordered according to the FDR of their expression, using only those genes that were detected in all three species. 

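In the canine data, the stability of the order by FDR was measured as the number of the first 500 genes that remained among the first 500 under other settings. All canine genes tested were ranked, with both directions in the same list. The paper's methods instead place upregulated genes ahead of downregulated ones and keep only genes expressed in every species compared. The counts here therefore do not measure the stability of the paper's lists. With each library left out in turn, 350 to 471 remained, the fewest without the C PMN library PAT4694A39. With 1 PMN-MDSC library and 1 C PMN library left out together, 321 to 458 remained over the 90 possible pairs. The number was 464 with edgeR's likelihood ratio test, 461 with DESeq2's size factors, 415 with DESeq2's Wald test and 261 with limma voom. Within library series GAR4079 it was 263, and within series PAT4694 it was 286.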

The resulting lists for each species were then analyzed for similarity. The signatures of the top 500 differentially expressed genes were statistically similar between canine and human PMN-MDSCs (Fig. 5a), but no such pattern was observed when this same list of genes were compared between canine and murine PMN-MDSCs (Supplementary Fig. S3A,B). 

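The paper's numbers are 1 library lower than here in each of the 2 populations. Over all 90 ways to leave out 1 PMN-MDSC library and 1 C PMN library, between 467 and 1718 genes were higher in PMN-MDSCs with FC of at least 2 and an FDR of at most 0.05 (median 652). Without the PMN-MDSC library GAR4079A47 and the C PMN library GAR4079A43 the number was lowest, and without GAR4079A44 and PAT4694A39 it was highest. In 51 of the 90 it was within 1.5 times the number from all libraries.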

To further understand the similarity between canine and human PMN-MDSCs, we identified those genes differentially expressed by PMN-MDSCs in comparison to C PMNs of both species with a FC ≥ 2. A comparison of these two lists identified 44 genes, including MPO, ELANE, as well as numerous ribosomal proteins (Fig. 5b and Supplementary Fig. S3C). Pathway analysis of these 44 genes highlighted six enriched pathways in PMN-MDSCs, including EIF2 signaling and TREM1 signaling (Supplementary Fig. S3D).

**Figure 5:**
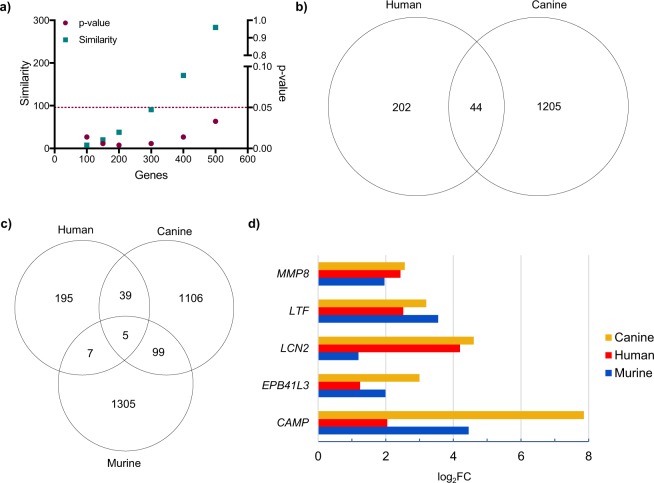
Cross-species comparisons of PMN-MDSCs highlight common transcriptomic signatures across three mammalian taxa. (**a**) Similarity score (square) and p-value (circle) are graphed using the top 100–500 canine and human PMN-MDSC differentially expressed genes input into the ‘OrderedList’ R program. Dashed line indicates p = 0.05, and up to the top 500 genes are statistically similar in both species. (**b**,**c**) Venn diagram comparing upregulated genes in canine and human (**b**) and canine, human, and murine (**c**) PMN-MDSCs relative to C PMNs. Only those genes with a FC ≥ 2 and FDR ≤ 0.05 were included in this analysis. (**d**) Bar chart comparing the fold change of the five conserved genes across the three species.

A comparison of those genes differentially expressed by PMN-MDSCs compared to C PMNs of dogs, humans and mice revealed five genes shared by all three species (Fig. 5c) – MMP8, LTF, LCN2, EPB41L3, and CAMP – four of which had not previously been implicated in PMN-MDSC function. A comparison of the FC expression in each species for these five genes, both in the respective transcriptomic datasets – including our own RNA-Seq dataset – and confirmatory RT-qPCR assays, revealed broad concordance (Fig. 5d and Supplementary Fig. S3E).

## Discussion

Pet dogs with spontaneous tumors have contributed to the development of a variety of therapies used in human medicine^11^. Their outbred nature, larger size, presence of an intact immune system, and exposure to environmental factors shared with humans makes them an attractive model to better understand cancer development, progression, and treatment^11,13^. Although previous studies in dogs with spontaneous tumors have identified MDSCs, these studies did not differentiate between the two established subsets of MDSCs^15,16^. Our study therefore set out to characterize the cellular and molecular phenotype of PMN-MDSCs and M-MDSCs in dogs, with the ultimate aim of better understanding these two cell populations and their role in cancer.

We identified myeloid populations in canine peripheral blood resembling both murine and human MDSCs, using a gating schema similar to that used to identify these cells in humans^4,6,33^. The lack of availability of canine-specific or validated cross-reactive mAb against CD15, CD66b and/or LOX-1 in dogs at the time of the current study precluded the use of these markers in our panel for PMN-MDSCs. Nevertheless, we were able to capitalize on the availability of a validated mAb used to identify PMNs in dogs^38^, which we substituted as a sentinel for CD15. This mAb was also used in one of the two original reports describing MDSCs in dogs^16^. The hypodense myeloid cells isolated using this mAb clearly resembled PMN-MDSCs by light and electron microscopy, thus lending support to their identity as PMN-MDSCs. In the case of M-MDSCs, the availability of a validated cross-reactive mAb against canine CD14^39^ facilitated the identification of this subset in a directly comparable manner to that of human M-MDSCs. Given that CD14 may also be expressed by non-myeloid cells^40^, we considered it important to adopt a cascaded gating approach focusing only on CD5^−^CD21^−^CD11b^+^ cells in our analyses. Electron microscopic images added additional weight to the putative identity of the MDSC subsets, demonstrating greater ER dilation than the respective conventional cells^17^. Further confirmation of the identify of these subsets came from our downstream transcriptomic studies.

Significantly higher frequencies of these MDSC subsets were documented in the peripheral blood of tumor-bearing dogs than healthy controls, showing parallels to findings in human patients^41,42^. Furthermore, bulkier tumors of a variety of histotypes were associated with higher frequencies of PMN-MDSCs – the more prevalent of the two populations in peripheral blood – concordant with the prevailing viewpoint that inflammatory signals generated in the tumor, which would broadly correlate with tumor size, drive the differentiation of MDSCs^43,44^. This phenomenon is also consistent with studies showing that tumor resection reduces^45,46^, and tumor recurrence increases^47^, MDSC frequency. Ultimate proof that the myeloid cells identified in our study were indeed PMN-MDSCs came with demonstration of their suppressive function, using a standard, polyclonal T cell suppression assay^48^. Variability of the suppression data reflected the clinical nature of samples, derived from individual dogs with various cancer histotypes. Moreover, PMN-MDSCs typically demonstrate only modest suppressive function that diminishes with age of sample in the context of polyclonal assays *in vitro*^4,6^, prompting our wish to streamline assays and minimize post-sorting delays before cells were put into culture. We therefore employed an assay whose readout was Ki-67 expression, which correlates with proliferation in multiple different contexts and shows greater sensitivity and ease of use than cell tracer dyes^49,50^. Furthermore, preliminary studies confirmed the close correlation between Ki-67 expression and dye dilution as metrics of T cell proliferation in our hands (data not shown).

Deeper analysis of the phenotype of the canine MDSC subsets by RNA-Seq yielded a number of interesting observations. Whether or not MDSCs are indeed a separate subset of cells has been a controversial topic in the field for a number of years^2,4^. Our transcriptomic findings suggested that they possess distinct molecular signatures, as shown by PCA and heatmaps of the respective populations. The canine MDSCs showed increased expression of a number of canonical genes implicated in MDSC function. For example, PMN-MDSCs produce reactive oxygen and nitrogen species^51,52^: in line with these characteristics, the canine PMN-MDSCs showed greater abundance of transcripts encoding NOS2, NOX2, and MPO than PMNs from the same patient^3,51,53^. COX1, which mediates the synthesis of prostaglandins and has been implicated in MDSC development^54,55^, was also differentially represented in canine PMN-MDSCs, as were PTGS1 and PTGER2. Furthermore, transcripts encoding the matrix metalloproteases MMP8 and MMP9 were differentially expressed by canine PMN-MDSCs. Functioning in degrading the extracellular matrix, these enzymes mediate the release of vascular endothelial growth factor (VEGF) to promote new vessel development and metastasis^56,57^. Interestingly, the transcript encoding CD177, a PMN marker^58,59^ expressed on the surface of MDSCs as well as MDSC exosomes^60^, was also differentially expressed by canine PMN-MDSCs. This observation prompted consideration of CD177 as a marker to distinguish canine PMN-MDSCs from PMNs. Increased expression of CXCL17 by PMN-MDSCs was also of interest, as previous studies have implicated CXCL17 in the recruitment of MDSCs and poor prognosis in human cancer patients^61,62^. Another differentially expressed transcript, SUCNR1, has been implicated in prostaglandin synthesis and promotion of an anti-inflammatory phenotype in a model of multiple sclerosis^63^; a similar mechanism may be at play in PMN-MDSCs. On the other hand, putative M-MDSCs showed greater abundance of transcripts encoding both the IL4R, consistent with previous data^8,64^, and S100A8, serum concentrations of which have been associated with poor cancer survival^36,65–67^. IL1R2 was also of interest, as it has previously been implicated in the transcription of IL-6 and VEGF, promoting angiogenesis^68^. Putative canine M-MDSCs differentially expressed transcripts encoding thrombospondin 1 (THBS1), another protein implicated in MDSC migration^60^, and TPSAN1, which has been implicated in cell invasion and motility in tumor cells^69^. Whether high expression of TPSAN1 by M-MDSCs could promote tumor progression was an intriguing question. IPA revealed additional interesting insights. One of the two sole pathways enriched in canine PMN-MDSCs – EIF2 signaling – has been previously reported to be enriched in human MDSCs^30^ and is induced by ER stress^30,70^, concordant with our ultrastructural analyses of these cells. PPAR signaling, meanwhile, has been implicated in the recruitment and expansion of MDSCs by a variety of extrinsic mechanisms^71^, but intrinsic roles for this signaling axis in MDSCs have hitherto not been recognized. Nevertheless, this pathway has anti-inflammatory properties in myeloid cells in general^72–74^, speaking to a possible role in maintaining the suppressive status of MDSCs. In contrast to EIF2 and PPAR signaling, a number of pro-inflammatory pathways were less active in canine PMN-MDSCs than C PMNs, consistent with the prevailing view of MDSCs as immunosuppressive cells. Taken together, the canine transcriptomic data therefore reconciled with previously published findings on these MDSC subsets in other species, while also revealing some novel avenues for future research.

Harnessing previously published transcriptomic data for humans and mice, we were surprised to discover that only the human and canine PMN-MDSCs had a significantly similar pattern of differentially expressed genes, adding support to the notion that the dog provides an attractive model for human cancer^11,13,75,76^. However, owing to the relative lack of available transcriptomic data in other species, these comparisons were made using only one human and one murine publication, both of which were based on gene microarray experiments. This difference in technical platform from our analysis had the potential to introduce bias into the comparisons, adding a note of caution to these preliminary findings. Nevertheless, using this published dataset to compare canine to human PMN-MDSCs identified 44 commonly upregulated genes. Importantly, pathway enrichment analysis using the 44 shared genes highlighted six pathways that are enriched in PMN-MDSCs. Interestingly, the two pathways with the most significant activation states in our canine PMN-MDSCs (EIF2 signaling and TREM1 signaling) were also highly enriched in the 44 genes shared between the two species, emphasizing the importance of these pathways to MDSC function^30,77^. HIF1α has been implicated in the differentiation of MDSCs to suppressive tumor-associated macrophages^78,79^, while Gαi signaling is required for the activation of STAT3^80,81^, an important transcription factor in PMN-MDSC development and function^82,83^. Representation of the colorectal cancer metastasis signaling pathway presumably reflects the importance of these cells to the dissemination of colorectal cancer^84^, but this notion remains speculative in the absence of more direct evidence. Enrichment of the phagosome maturation pathway was also interesting, because to the best of our knowledge it has not previously been associated with MDSC function. Phagocytosis is a well-established phenomenon in PMNs^85^, raising the important question of whether PMN-MDSCs also show phagocytic function, perhaps as an anti-microbial defense mechanism.

To further drill down on potential evolutionarily conserved mechanisms, we asked whether there were genes commonly upregulated in the PMN-MDSCs of all three species; five such genes were identified. Four of the five genes have not previously been implicated in PMN-MDSC function, and three of them – LTF, LCN2, and CAMP – play an important antimicrobial role^86,87^. LCN2 and LTF are both iron-binding proteins, raising the question of whether iron is important for MDSC suppressive function. Interestingly, LCN2 expands regulatory T cells^88^ and deactivates macrophages^89^, and LCN2 and LTF have been shown to play a protective role against oxidative stress^90,91^. Furthermore, LTF has been shown to inhibit neutrophil and eosinophil migration^92,93^. These novel observations, made by leveraging the power of evolution, therefore raise the intriguing possibility that PMN-MDSCs serve a hitherto unrecognized role in anti-microbial defenses, and/or have co-opted conserved antimicrobial peptides to serve immunoregulatory functions to promote tumor growth. In synopsis, both individual genes and evolutionarily conserved pathways shape the view that canine PMN-MDSCs show striking similarities to those of other mammalian species, but also raise important new questions about the functional breadth and versatility of these intriguing cells.

## Supplementary information

Supplementary Figures with Captions

Supplementary Figures with Captions, Changes Tracked

## Data Availability

Raw and processed data have been submitted to Gene Expression Ominbus (GEO).

# Supplementary material for: Phenotypic and transcriptomic characterization of canine myeloid-derived suppressor cells
**Source:** Sci Rep. 2019 Mar 5;9:3574. doi: 10.1038/s41598-019-40285-3
**Supplement:** Supplementary file 1 — Supplementary Figures with Captions

## *SUPPLEMENTARY FIGURES*

### **Phenotypic and transcriptomic characterization of canine myeloid-derived suppressor cells**

**Michelle R. Goulart<sup>1,ξ,¶</sup>, Sabina I. Hlavaty<sup>2,¶</sup>, Yu-Mei Chang<sup>1</sup>, Gerry Polton<sup>3</sup>, Anneliese Stell<sup>1</sup>, James Perry<sup>2</sup>, Ying Wu<sup>1</sup>, Eshita Sharma<sup>4</sup>, John Broxholme<sup>4</sup>, Avery C. Lee<sup>5</sup>, Balazs Szladovits<sup>1</sup>, Mark Turmaine<sup>6</sup>, John Gribben<sup>7</sup>, Dong Xia<sup>1,¥</sup>, Oliver A. Garden<sup>2,¥,\*</sup>**

<sup>1</sup>Royal Veterinary College, London, UK; <sup>2</sup>University of Pennsylvania School of Veterinary Medicine, Philadelphia, PA, USA; <sup>3</sup>North Downs Specialist Referrals, Surrey, UK; <sup>4</sup>Wellcome Centre for Human Genetics, University of Oxford, Oxford, UK; <sup>5</sup>University of Pennsylvania Perelman School of Medicine, Philadelphia, PA, USA; <sup>6</sup>Division of Bioscience, University College London, London, UK; <sup>7</sup>Barts Cancer Institute, London, UK

<sup>¶</sup>These authors contributed equally to this work

<sup>¥</sup> Co-senior authorship

a)

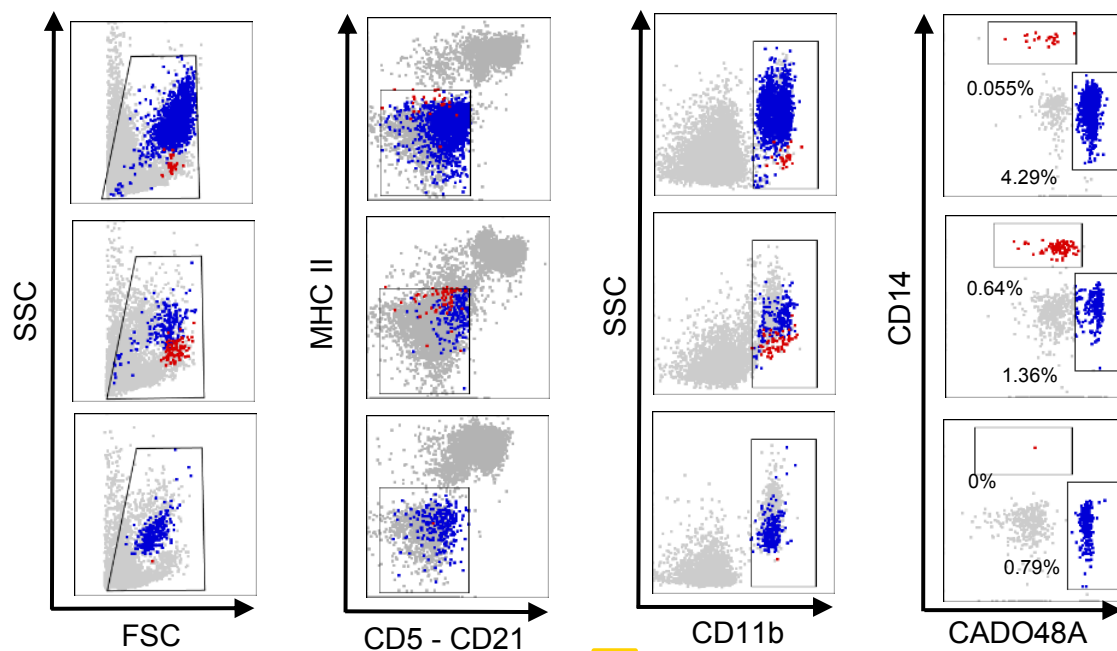

b)

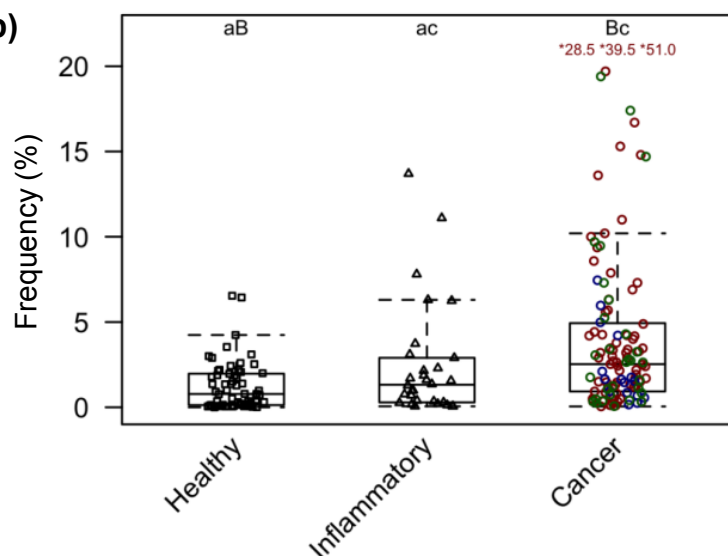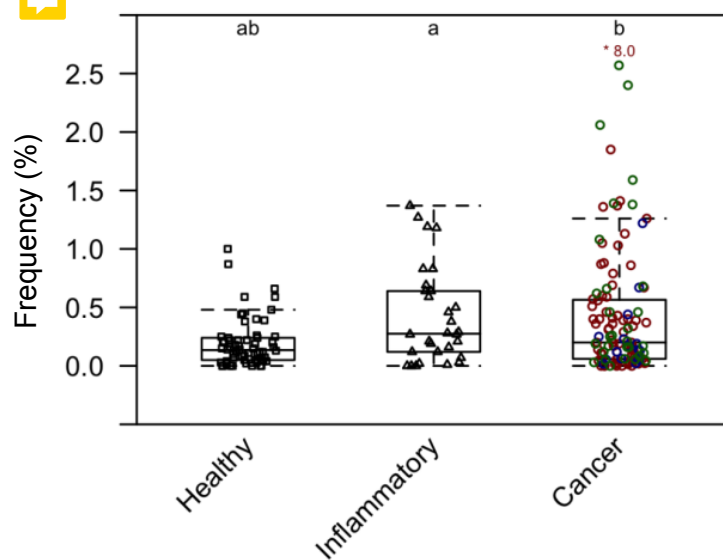

d)

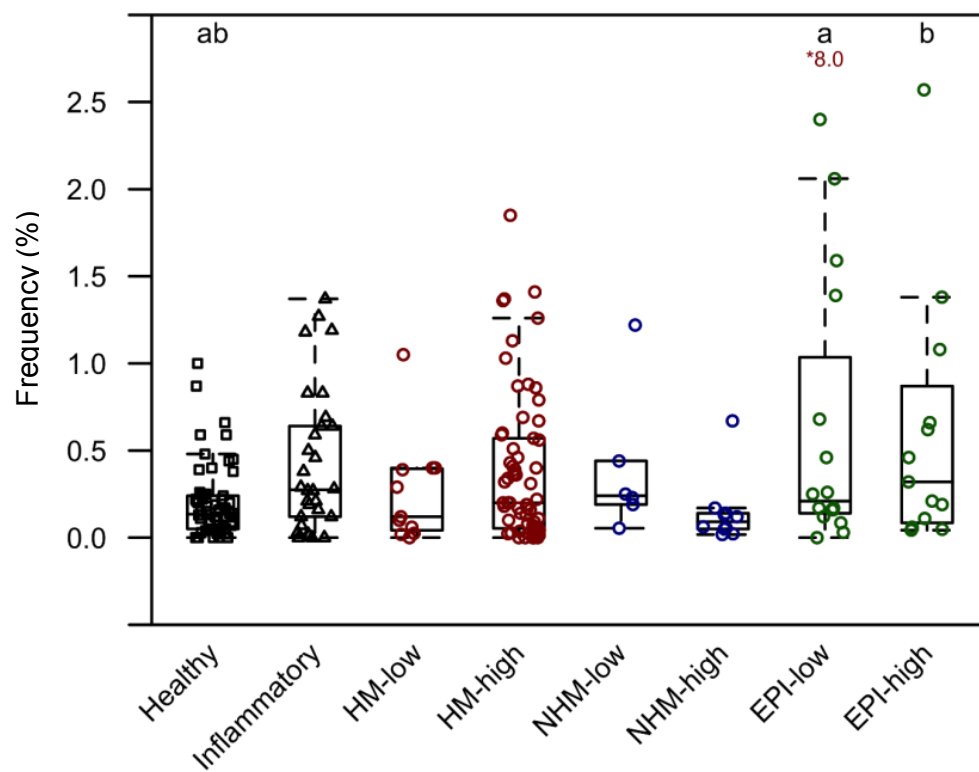

### Supplementary Figure S1. Frequencies of putative MDSCs differ in tumor-bearing dogs compared to healthy and inflammatory control dogs

a) Parental gating of M-MDSCs (red dots) and PMN-MDSCs (blue dots) for the cascaded gating strategy used to identify both subsets in canine PBMCs. b) and c) Box-and-whisker plots depicting frequency of PMN-MDSCs (b) and M-MDSCs (c) in peripheral blood of canine healthy (square) and inflammatory (triangle) controls as well as tumor-bearing (circle) dogs. Frequencies are expressed as a percentage of total PBMCs. A capital letter denotes that the two groups are significantly different with  $p < 0.001$ , while a lowercase letter denotes a significant difference with  $p < 0.05$ . The red numbers represent dogs with frequencies off scale. The box represents quartiles, while the whisker-ends indicate the 5<sup>th</sup> and 95<sup>th</sup> percentile. Each dot represents a single dog, and the color indicates tumor histotype for tumor-bearing dogs (red: HM (hematopoietic mesenchymal), blue: NHM (non-hematopoietic mesenchymal), green: EPI (epithelial)). PMN-MDSCs: Healthy – 0.780% [0.133, 1.948], Inflammatory – 1.325% [0.305, 2.75]), Cancer – 2.53% [0.93, 4.935]), M-MDSCs: Healthy – 0.135% [0.05, 0.235], Inflammatory – 0.275% [0.12, 0.64], Cancer – 0.2% [0.06, 0.565]. d) Box-and-whisker plots depicting the frequency of PMN-MDSCs in peripheral blood of canine healthy and inflammatory controls as well as tumor-bearing dogs, grouped by cancer subtype (HM: hematopoietic mesenchymal, NHM: non-hematopoietic mesenchymal, EPI: epithelial) and burden (low vs high). Frequencies are expressed as a percentage of total PBMCs. A lowercase letter denotes a significant difference with  $p < 0.01$ . The box represents quartiles, while the whisker-ends indicate the 5<sup>th</sup> and 95<sup>th</sup> percentile. Each dot represents a single dog.

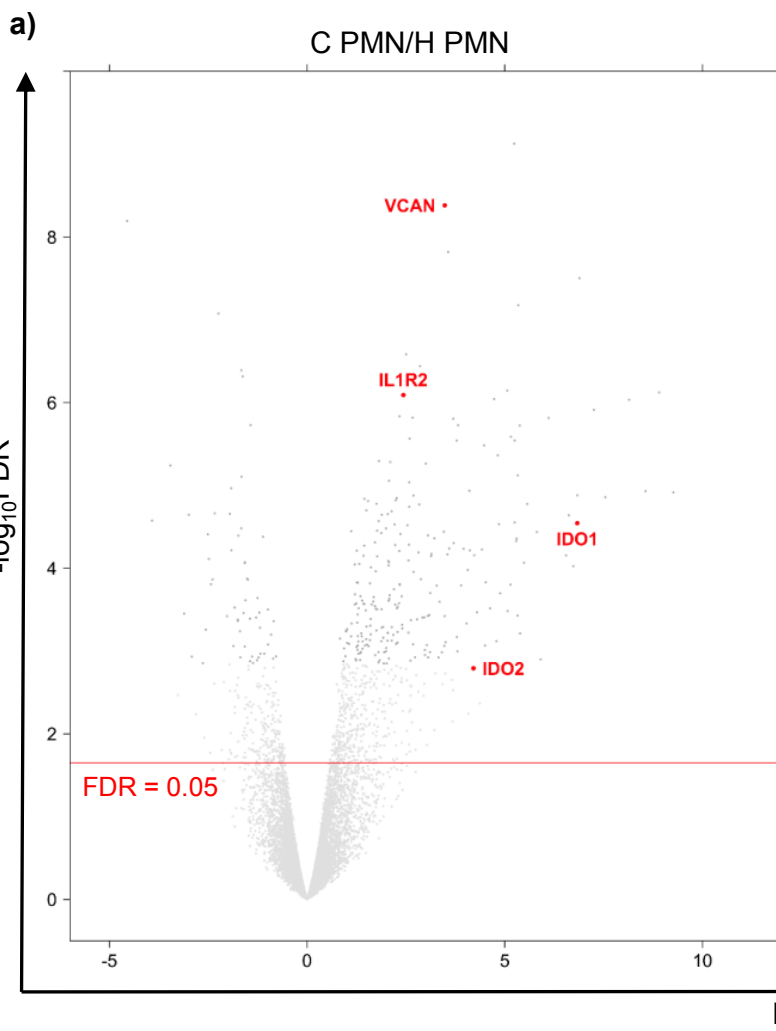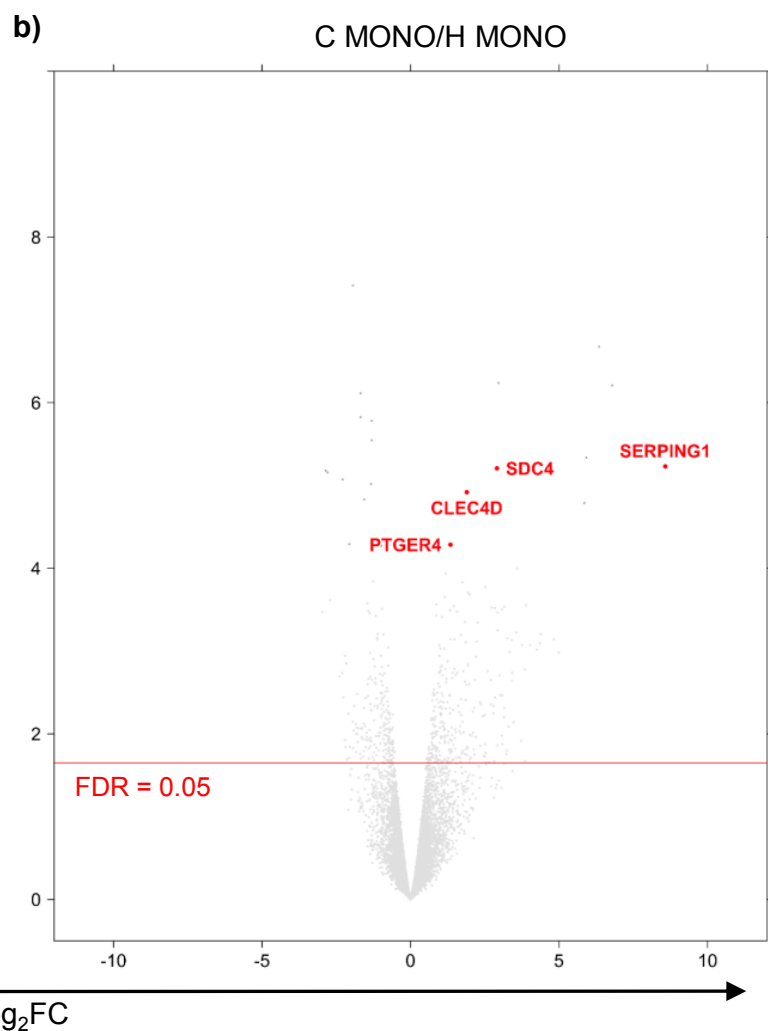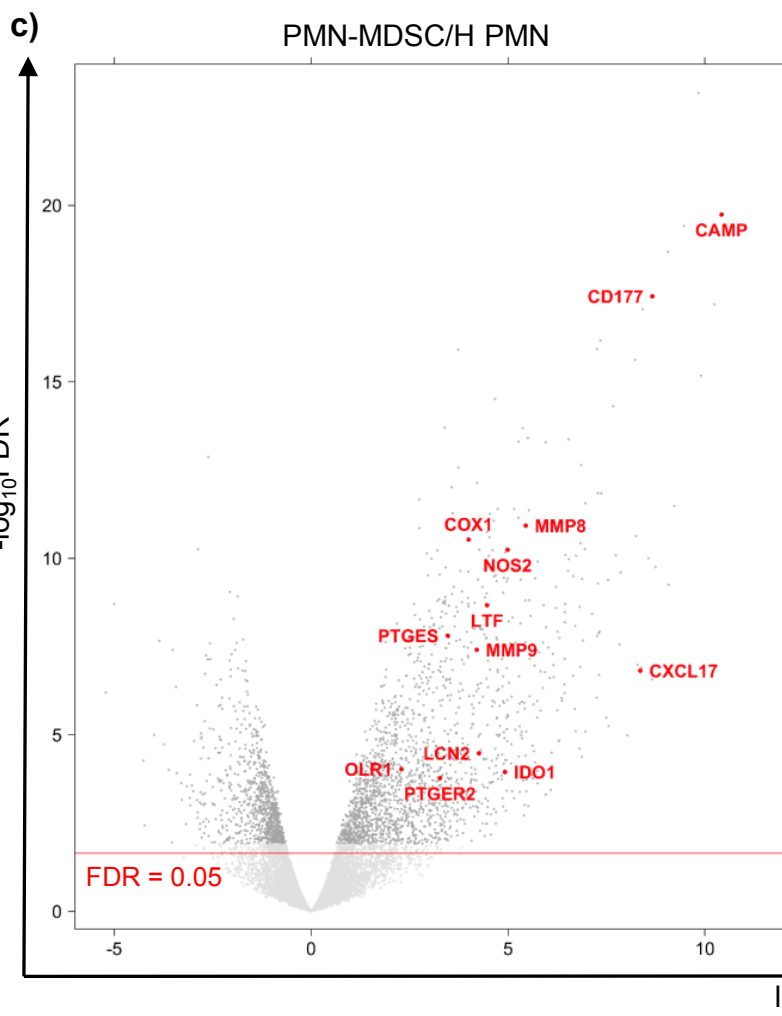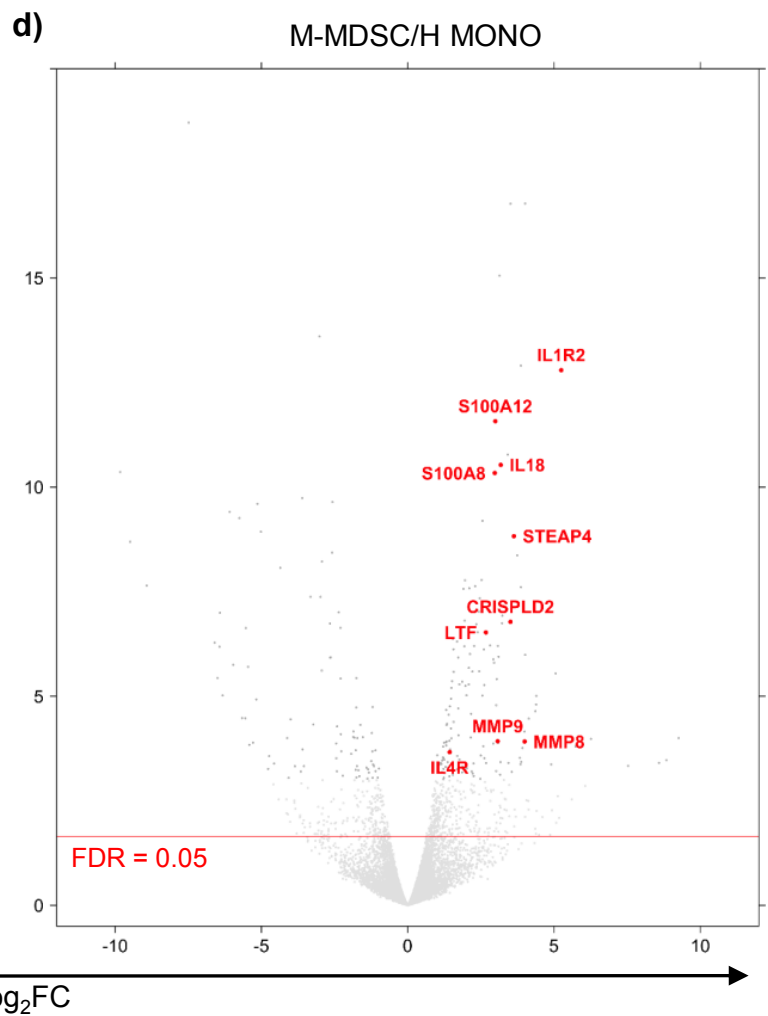

## Supplementary Figure S2. Canine MDSC subsets and PMNs are characterized by distinct transcriptomic signatures

a-d) Volcano plots depicting differentially expressed genes in the indicated cell populations: C PMNs compared to H PMNs (a), C MONOs compared to H MONOs (b), PMN-MDSCs compared to H PMNs (c), and putative M-MDSCs compared to H MONOs (d). 

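Between PMN-MDSCs (n = 9, 8 in the paper) and H PMNs (n = 5), 1053 of 11372 genes tested were differentially expressed, 823 higher in PMN-MDSCs and 230 lower. With scaling to library size alone, 473 genes were called, and the share higher was 90.7% in place of 78.2%. Limma voom called 4909 genes, and the share higher fell to 50.5%. The library series as a term gave 651 genes, 86.3% of them higher, and series GAR4079 alone gave 2575, 64.9% of them higher. Without the PMN-MDSC library PAT4694A43 the number was 2268, without GAR4079A44 it was 1935, and without PAT4694A44 it was 1624. Leaving out GAR4079A45, GAR4079A46, GAR4079A47 or GAR4079A48 gave 673, 696, 693 and 648. Each H PMN library left out lowered the number, to 277 (GAR4079A33), 330 (GAR4079A34), 369 (GAR4079A35), 346 (GAR4079A36) and 407 (GAR4079A37). Between M-MDSCs (n = 5) and H MONOs (n = 3), 28 of 11965 genes tested were differentially expressed, 19 higher in M-MDSCs and 9 lower, with 1100 at an unadjusted p under 0.05. All H MONO libraries were in series GAR4079. With the library series as a term 7 genes were called, and within series GAR4079 alone 21. The number was 0 without the H MONO library GAR4079A52 or GAR4079A54, and 1 without GAR4079A53. It was 57 without the M-MDSC library GAR4079A50, 44 without GAR4079A51, 14 without GAR4079A49 and 7 without PAT4694A48. A fit of all libraries together called 0 genes, with 844 at an unadjusted p under 0.05.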

The red line indicates a significant FDR. Each dot represents one gene, and genes previously associated with MDSC function or novel but strongly upregulated and downregulated genes are labeled in red.

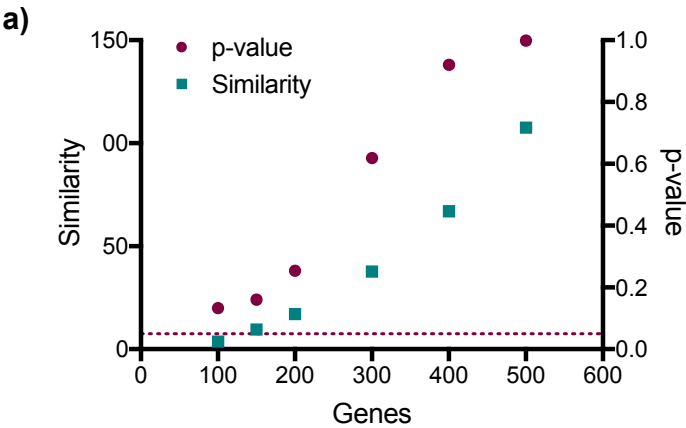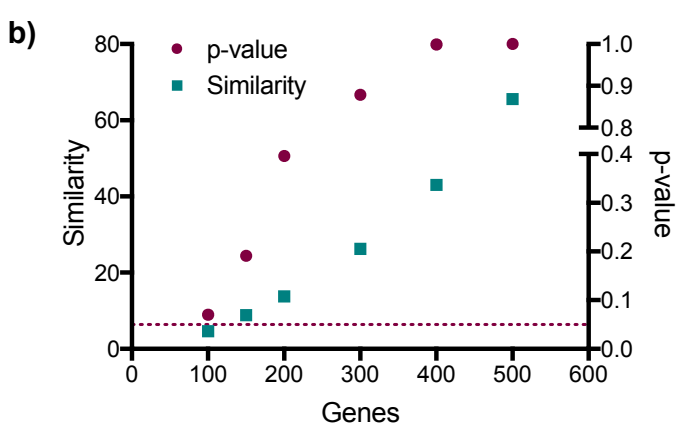

c)

| Shared Upregulated Genes In Human and Canine PMN-MDSCs (relative to C PMN) |                |                |              |
|----------------------------------------------------------------------------|----------------|----------------|--------------|
| <i>CTSG</i>                                                                | <i>TCN1</i>    | <i>S100A10</i> | <i>CD86</i>  |
| <i>MPO</i>                                                                 | <i>AKR1A1</i>  | <i>STOM</i>    | <i>RPS17</i> |
| <i>CAMP</i>                                                                | <i>RGS10</i>   | <i>GPI</i>     | <i>RPS4X</i> |
| <i>ELANE</i>                                                               | <i>ABCA13</i>  | <i>PRDX1</i>   | <i>RPS5</i>  |
| <i>GNG11</i>                                                               | <i>CYFIP1</i>  | <i>CD74</i>    | <i>RCC2</i>  |
| <i>PTGER2</i>                                                              | <i>LTF</i>     | <i>XPNPEP1</i> | <i>RPSA</i>  |
| <i>PPBP</i>                                                                | <i>EPB41L3</i> | <i>LGALS1</i>  | <i>RPL15</i> |
| <i>BPI</i>                                                                 | <i>MMD</i>     | <i>RPL3</i>    | <i>RPS12</i> |
| <i>SLC2A5</i>                                                              | <i>METAP2</i>  | <i>AHNAK</i>   | <i>RPL5</i>  |
| <i>GP9</i>                                                                 | <i>MMP8</i>    | <i>PPA1</i>    | <i>RPL35</i> |
| <i>LCN2</i>                                                                | <i>FGD2</i>    | <i>F13A1</i>   | <i>PRNP</i>  |

d)

| Ingenuity Canonical Pathways           | -log(p-value) | Ratio (x10 <sup>-2</sup> ) | Molecules                                                 |
|----------------------------------------|---------------|----------------------------|-----------------------------------------------------------|
| EIF2 Signaling                         | 9.31          | 4.07                       | RPL15, RPL35, RPL3, RPL5, RPS17, RPS5, RPS12, RPS4X, RPSA |
| Phagosome Maturation                   | 2.48          | 2.03                       | MPO, PRDX1, CTSG                                          |
| TREM1 Signaling                        | 2.00          | 2.67                       | MPO, CD86                                                 |
| Colorectal Cancer Metastasis Signaling | 1.87          | 1.21                       | GNG11, MMP8, PTGER2                                       |
| HIF1 $\alpha$ Signaling                | 1.63          | 1.69                       | SLC2A5, MMP8                                              |
| Gai Signaling                          | 1.61          | 1.67                       | GNG11, RGS10                                              |

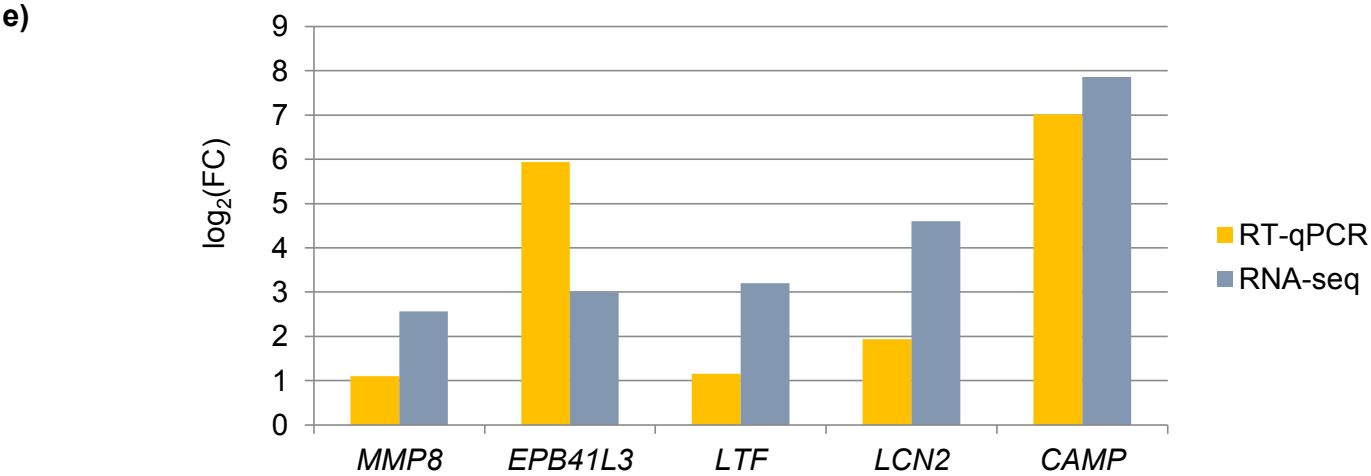

**Supplementary Figure S3. Cross-species analysis highlights genes differentially expressed in PMN-MDSCs shared by multiple mammalian taxa**

a) and b) Similarity score (square) and p-value (circle) are graphed using the top 100–500 differentially expressed genes in human and murine (a) and canine and murine (b) PMN-MDSCs relative to C PMNs. Dashed line indicates  $p = 0.05$ . c) Table listing the 44 shared upregulated genes in human and canine PMN-MDSCs shown in Figure 3b, listed in order of decreasing FC in the canine data, starting at CTSG down from left to right. d) Pathway enrichment analysis performed in IPA on the gene list in (c). Ratio indicates the proportion of genes found in our dataset relative to total number of genes in that pathway in IPA. e) Validation of RNA-Seq results of the five interesting genes upregulated in canine PMN-MDSCs compared to canine C PMNs using RT-qPCR. FC data are based on the mean result of four biological replicates.

# Supplementary material for: Phenotypic and transcriptomic characterization of canine myeloid-derived suppressor cells
**Source:** Sci Rep. 2019 Mar 5;9:3574. doi: 10.1038/s41598-019-40285-3
**Supplement:** Supplementary file 2 — Supplementary Figures with Captions, Changes Tracked

## *SUPPLEMENTARY FIGURES*

### **Phenotypic and transcriptomic characterization of canine myeloid-derived suppressor cells**

**Michelle R. Goulart<sup>1,ξ,¶</sup>, Sabina I. Hlavaty<sup>2,¶</sup>, Yu-Mei Chang<sup>1</sup>, Gerry Polton<sup>3</sup>, Anneliese Stell<sup>1</sup>, James Perry<sup>2</sup>, Ying Wu<sup>1</sup>, Eshita Sharma<sup>4</sup>, John Broxholme<sup>4</sup>, Avery C. Lee<sup>5</sup>, Balazs Szladovits<sup>1</sup>, Mark Turmaine<sup>6</sup>, John Gribben<sup>7</sup>, Dong Xia<sup>1,¥</sup>, Oliver A. Garden<sup>2,¥,\*</sup>**

<sup>1</sup>Royal Veterinary College, London, UK; <sup>2</sup>University of Pennsylvania School of Veterinary Medicine, Philadelphia, PA, USA; <sup>3</sup>North Downs Specialist Referrals, Surrey, UK; <sup>4</sup>Wellcome Centre for Human Genetics, University of Oxford, Oxford, UK; <sup>5</sup>University of Pennsylvania Perelman School of Medicine, Philadelphia, PA, USA; <sup>6</sup>Division of Bioscience, University College London, London, UK; <sup>7</sup>Barts Cancer Institute, London, UK

<sup>¶</sup>These authors contributed equally to this work

<sup>¥</sup> Co-senior authorship

a)

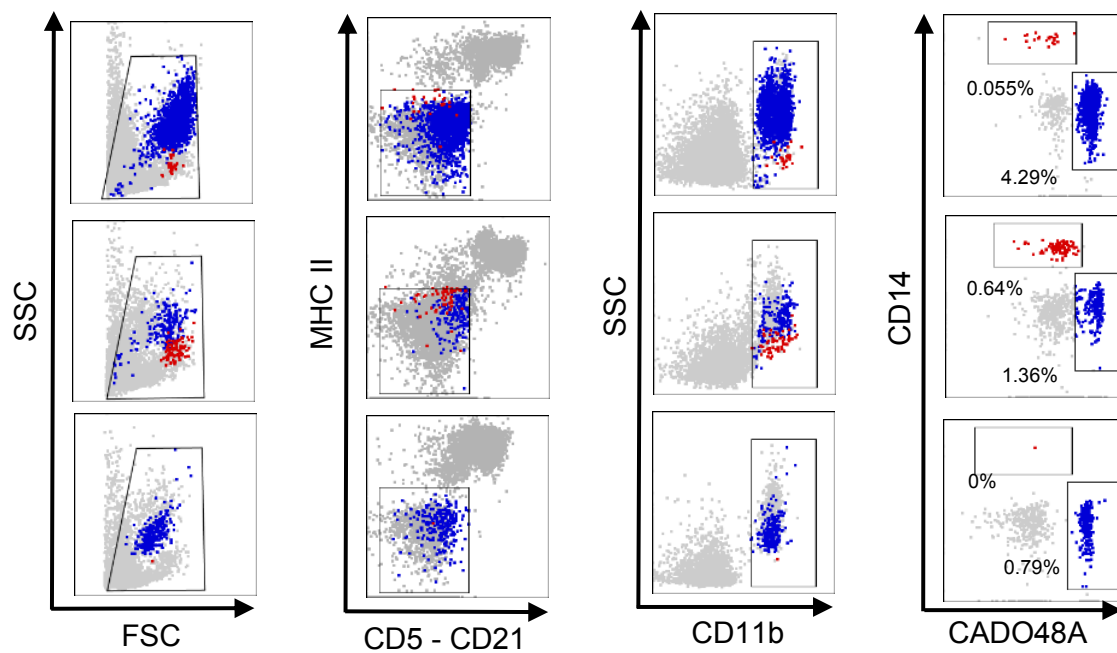

b)

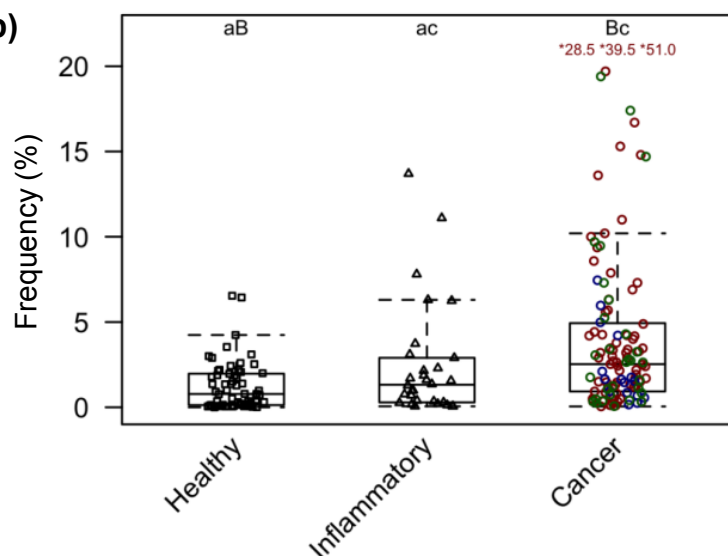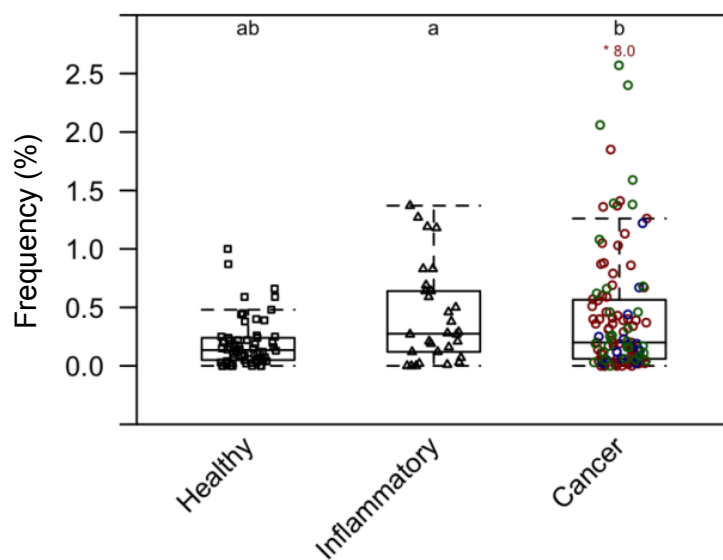

d)

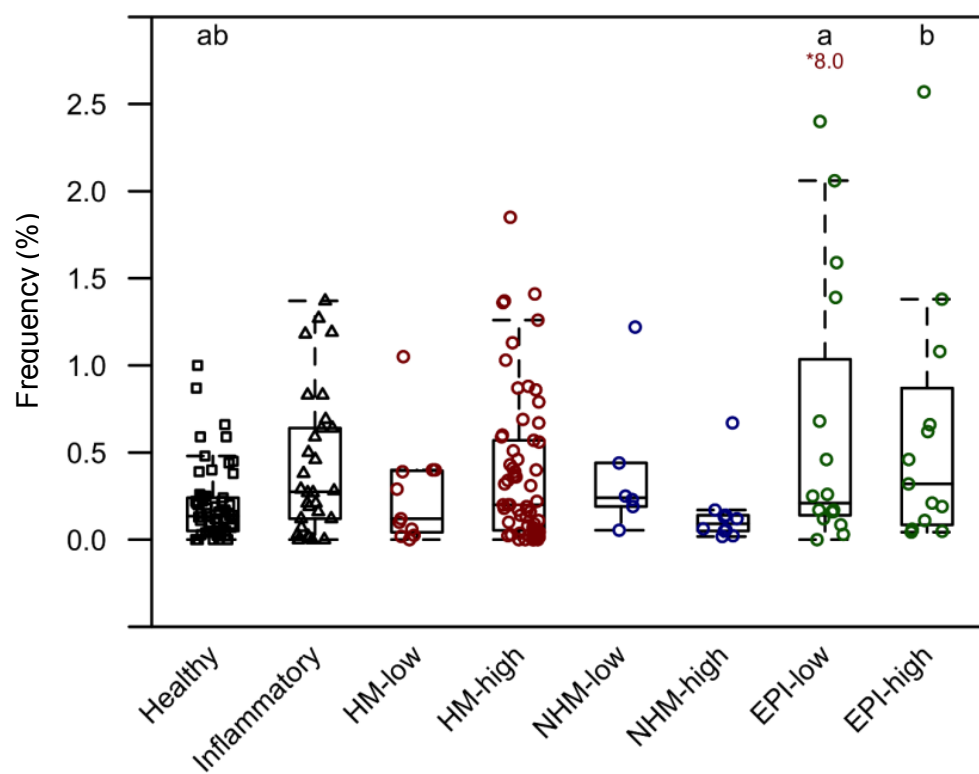

**Supplementary Figure S1. Frequencies of putative MDSCs differ in tumor-bearing dogs compared to healthy and inflammatory control dogs**

a) Parental gating of M-MDSCs (red dots) and PMN-MDSCs (blue dots) for the cascaded gating strategy used to identify both subsets in canine PBMCs. b) and c) Box-and-whisker plots

depicting frequency of PMN-MDSCs (b) and M-MDSCs (c) in peripheral blood of canine healthy (square) and inflammatory (triangle) controls as well as tumor-bearing (circle) dogs.

Frequencies are expressed as a percentage of total PBMCs. A capital letter denotes that the two groups are significantly different with  $p < 0.001$ , while a lowercase letter denotes a significant difference with  $p < 0.05$ . The red numbers represent dogs with frequencies off scale. The box represents quartiles, while the whisker-ends indicate the 5<sup>th</sup> and 95<sup>th</sup> percentile. Each dot represents a single dog, and the color indicates tumor histotype for tumor-bearing dogs (red: HM (hematopoietic mesenchymal), blue: NHM (non-hematopoietic mesenchymal), green: EPI (epithelial)). PMN-MDSCs: Healthy – 0.780% [0.133, 1.948], Inflammatory – 1.325% [0.305, 2.75]), Cancer – 2.53% [0.93, 4.935]), M-MDSCs: Healthy – 0.135% [0.05, 0.235], Inflammatory – 0.275% [0.12, 0.64], Cancer – 0.2% [0.06, 0.565]. d) Box-and-whisker plots depicting the frequency of PMN-MDSCs in peripheral blood of canine healthy and inflammatory controls as well as tumor-bearing dogs, grouped by cancer subtype (HM: hematopoietic mesenchymal, NHM: non-hematopoietic mesenchymal, EPI: epithelial) and burden (low vs high). Frequencies are expressed as a percentage of total PBMCs. A lowercase letter denotes a significant difference with  $p < 0.01$ . The box represents quartiles, while the whisker-ends indicate the 5<sup>th</sup> and 95<sup>th</sup> percentile. Each dot represents a single dog.

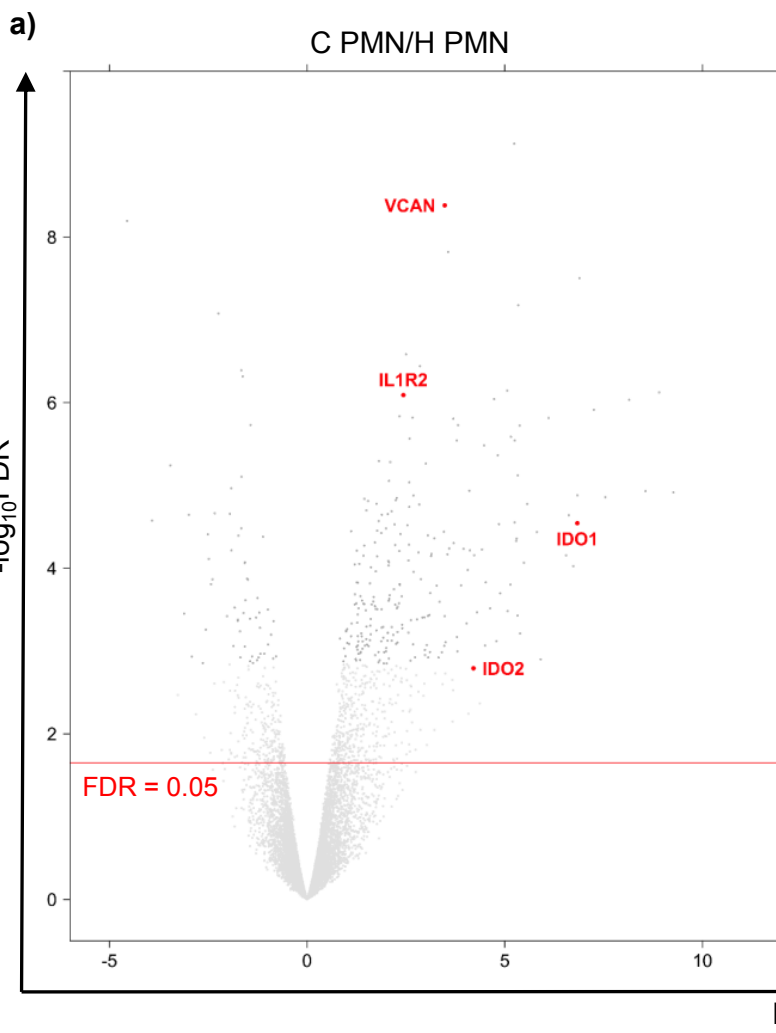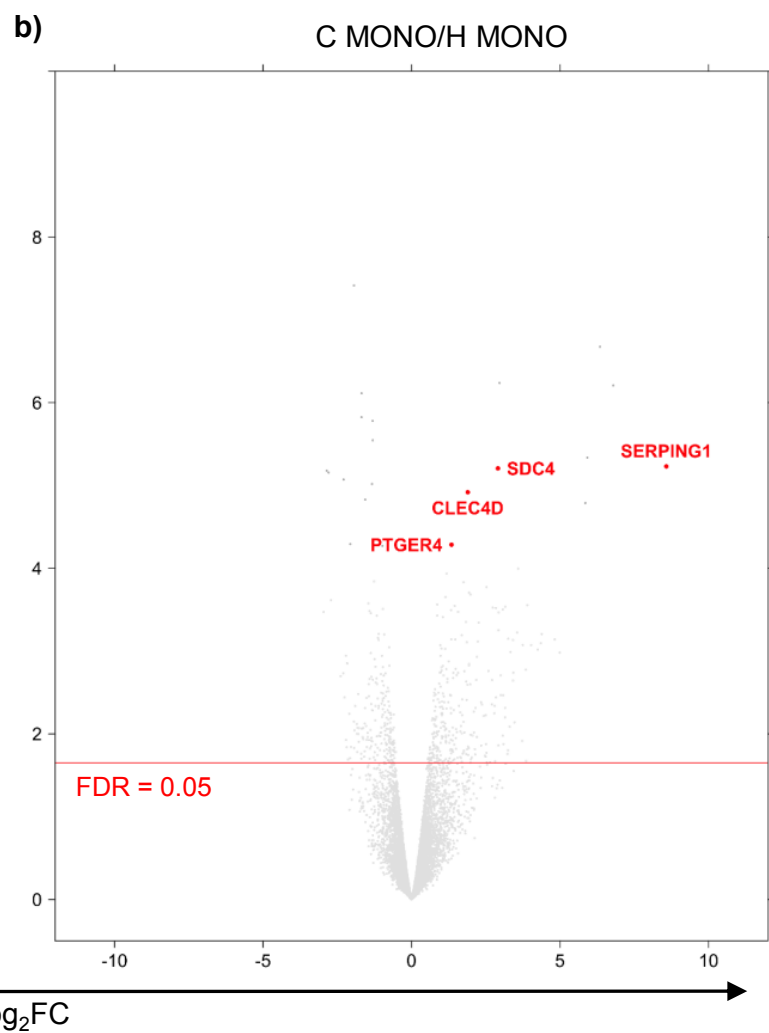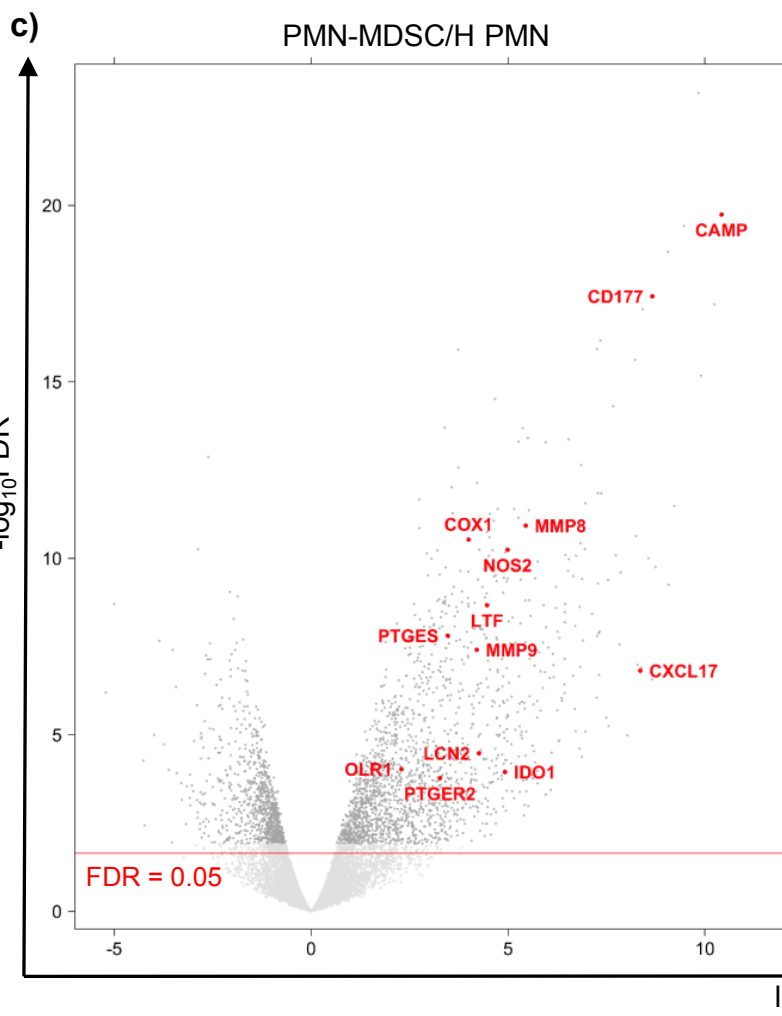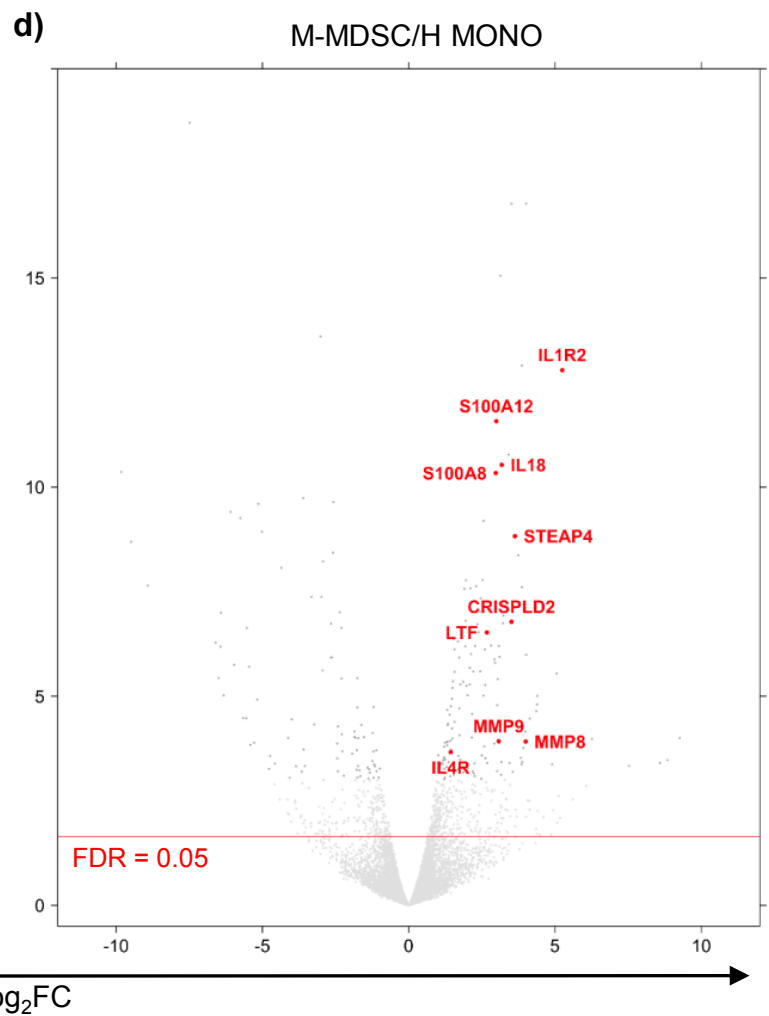

**Supplementary Figure S2. Canine MDSC subsets and PMNs are characterized by distinct transcriptomic signatures**

a-d) Volcano plots depicting differentially expressed genes in the indicated cell populations: C PMNs compared to H PMNs (a), C MONOs compared to H MONOs (b), PMN-MDSCs compared to H PMNs (c), and putative M-MDSCs compared to H MONOs (d). The red line indicates a significant FDR. Each dot represents one gene, and genes previously associated with MDSC function or novel but strongly upregulated and downregulated genes are labeled in red.

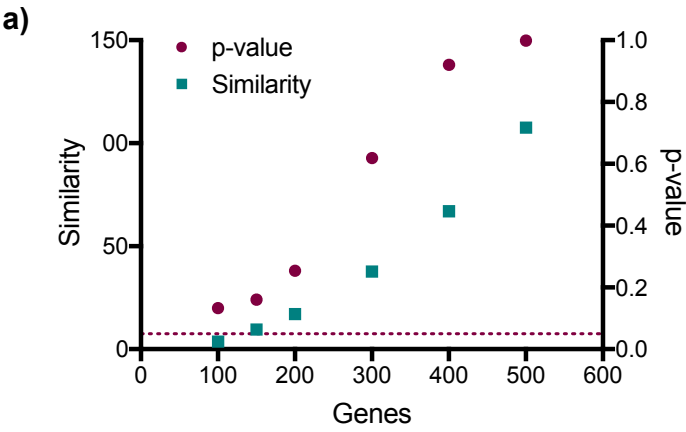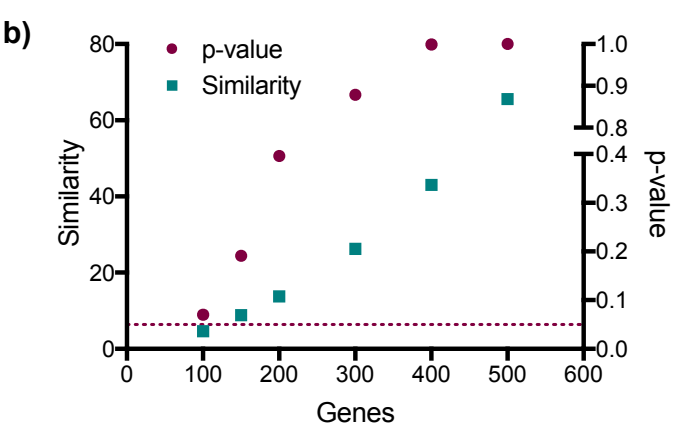

c)

| Shared Upregulated Genes In Human and Canine PMN-MDSCs (relative to C PMN) |                |                |              |
|----------------------------------------------------------------------------|----------------|----------------|--------------|
| <i>CTSG</i>                                                                | <i>TCN1</i>    | <i>S100A10</i> | <i>CD86</i>  |
| <i>MPO</i>                                                                 | <i>AKR1A1</i>  | <i>STOM</i>    | <i>RPS17</i> |
| <i>CAMP</i>                                                                | <i>RGS10</i>   | <i>GPI</i>     | <i>RPS4X</i> |
| <i>ELANE</i>                                                               | <i>ABCA13</i>  | <i>PRDX1</i>   | <i>RPS5</i>  |
| <i>GNG11</i>                                                               | <i>CYFIP1</i>  | <i>CD74</i>    | <i>RCC2</i>  |
| <i>PTGER2</i>                                                              | <i>LTF</i>     | <i>XPNPEP1</i> | <i>RPSA</i>  |
| <i>PPBP</i>                                                                | <i>EPB41L3</i> | <i>LGALS1</i>  | <i>RPL15</i> |
| <i>BPI</i>                                                                 | <i>MMD</i>     | <i>RPL3</i>    | <i>RPS12</i> |
| <i>SLC2A5</i>                                                              | <i>METAP2</i>  | <i>AHNAK</i>   | <i>RPL5</i>  |
| <i>GP9</i>                                                                 | <i>MMP8</i>    | <i>PPA1</i>    | <i>RPL35</i> |
| <i>LCN2</i>                                                                | <i>FGD2</i>    | <i>F13A1</i>   | <i>PRNP</i>  |

d)

| Ingenuity Canonical Pathways           | $-\log(p\text{-value})$ | Ratio ( $\times 10^{-2}$ ) | Molecules                                                 |
|----------------------------------------|-------------------------|----------------------------|-----------------------------------------------------------|
| EIF2 Signaling                         | 9.31                    | 4.07                       | RPL15, RPL35, RPL3, RPL5, RPS17, RPS5, RPS12, RPS4X, RPSA |
| Phagosome Maturation                   | 2.48                    | 2.03                       | MPO, PRDX1, CTSG                                          |
| TREM1 Signaling                        | 2.00                    | 2.67                       | MPO, CD86                                                 |
| Colorectal Cancer Metastasis Signaling | 1.87                    | 1.21                       | GNG11, MMP8, PTGER2                                       |
| HIF1 $\alpha$ Signaling                | 1.63                    | 1.69                       | SLC2A5, MMP8                                              |
| Gai Signaling                          | 1.61                    | 1.67                       | GNG11, RGS10                                              |

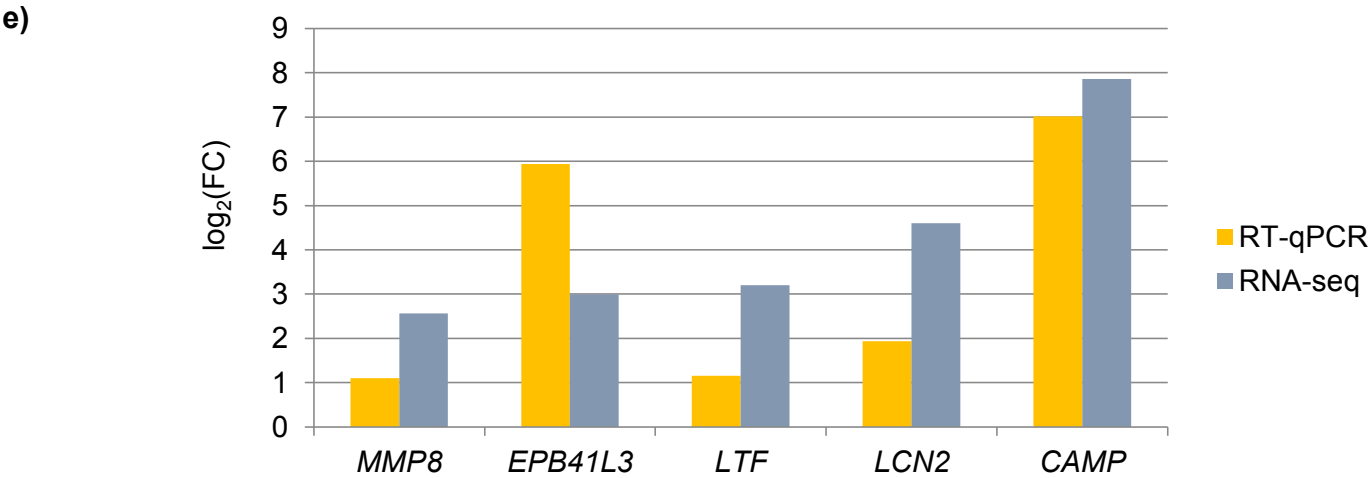

**Supplementary Figure S3. Cross-species analysis highlights genes differentially expressed in PMN-MDSCs shared by multiple mammalian taxa**

a) and b) Similarity score (square) and p-value (circle) are graphed using the top 100–500 differentially expressed genes in human and murine (a) and canine and murine (b) PMN-MDSCs relative to C PMNs. Dashed line indicates  $p = 0.05$ . c) Table listing the 44 shared upregulated genes in human and canine PMN-MDSCs shown in Figure 3b, listed in order of decreasing FC in the canine data, starting at CTSG down from left to right. **d) Pathway enrichment analysis performed in IPA on the gene list in (c). Ratio indicates the proportion of genes found in our dataset relative to total number of genes in that pathway in IPA.** e) Validation of RNA-Seq results of the five interesting genes upregulated in canine PMN-MDSCs compared to canine C PMNs using RT-qPCR. FC data are based on the mean result of four biological replicates.

How the deposited data were processed for this re-analysis (not part of the article)

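RNA of flow-sorted blood cells from dogs was sequenced as 75 bp read pairs in 40 libraries of 6 populations: PMN-MDSCs, M-MDSCs, C PMNs and C MONOs of tumor-bearing dogs, and H PMNs and H MONOs of healthy dogs. Each library was assigned to its population from its label. The authors trimmed the reads with skewer, aligned them with HISAT2 to CanFam3.1 with ERCC spike-in sequences and marked duplicates with Picard. Whether duplicates were removed is not stated in the paper's text. The authors made the deposited counts with featureCounts from reads that mapped uniquely to exons of Ensembl genes, and did not normalize them. The deposited CPM values were made by the authors as CPM, the counts scaled to the library's total on genes and spike-ins, which was checked on the values. The TPM values were made by the authors, and the gene length behind them is not stated. A further deposited table repeats the CPM values and was not used. Spike-ins made up between 0 and 0.000275% of a library's counts and were not used for scaling.

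The counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and the samples with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 in Python 3.11.15. For each of 6 comparisons, the libraries of the 2 populations were fitted with edgeR's quasi-likelihood test after TMM normalization, on the genes kept by filterByExpr with its default settings. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested, and genes with an FDR of at most 0.05 were called. Differences between lineages in the effect of MDSC state or of cancer, and between library series, were tested as contrasts of a single fit. Principal components, distances and the permutation tests of separation used log2 CPM with TMM factors and a prior count of 2. The hierarchical clustering used TPM values and the filter in the paper's methods, except that the alternative on all filtered genes used log2 CPM with TMM factors. Permutation tests were two-sided in the sense that pseudo-F has no direction, and every division of the libraries was computed.

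The depth was between 4229857 and 60473238 counts on genes per library. Reads were not counted as molecules, so that statements on sampling noise cover counting error only. The edgeR tests were tried on simulated data with the library sizes and dispersions of each comparison, in which 200 genes were changed by 4-fold. Alternatives were fixed before the data were examined. They were DESeq2's size factors or library size alone in place of TMM, no filter or a filter of at least 10 counts in every library, DESeq2's Wald test, edgeR's likelihood ratio and exact tests, limma voom with quality weights, all libraries in a single fit, an FDR of 0.01, the library series as a term, each series alone, and each library left out. For the sample-level results they were log2(TPM + 1), log2(CPM + 1), genes over 10 TPM in every library, the 500 most variable genes, genes scaled to unit variance, the series difference removed, permutation within series, median TPM, complete linkage and single libraries. Leaving out the 2 libraries under 10000000 counts, alone or with another alternative, was added after depth, detected genes and correlations had been seen. It is not known which libraries the paper left out, and all libraries were kept in the results at the claims.

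Genes were to be named for each comparison as those the paper names, and the 3 of each direction with the smallest FDR among genes with a symbol, a fold change of at least 2 and no overlap between the groups. The files list Ensembl IDs without symbols, and 0 of the 24580 IDs were matched to a symbol here. For that reason only 2 IDs of each direction were named, in 1 comparison. The genes named in the paper, its shared gene list, the marker lists, the gene sets and the pathways were not analysed here. The flow cytometry, electron microscopy, T cell suppression and RT-qPCR experiments and the published human and murine data were not analysed either. To ask whether other cells had been carried over, 2 lineage lists were made from the libraries of healthy dogs alone, which take no part in the comparisons they were used for. Each held the 50 genes with the highest mean CPM in its lineage among those with a mean of at least 50 CPM there, at least 50-fold less in the other lineage and no overlap between the libraries of the lineages.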

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

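The test of the lineage difference on the 2 libraries of lowest depth was chosen after the result had been seen. The fit with the library series as a term had been set before, and what it would show was written down after. A library was held to stand apart when its gap to the next one, over the range of its population, passed Dixon's 95% critical value. Of 30 sets of values tested, 8 had such a library, where chance gives 1.5, and 7 of the 8 concerned the same 2 libraries.

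In the PMN-MDSC library PAT4694A43, the 10 most abundant genes took 58.7% of the counts, against 14.8% to 28.9% in the other PMN-MDSC libraries. Its mean Spearman correlation with its population was 0.687, against 0.864 to 0.894, and it lay at 342 on PC2, against -30.9 to 32.3. In the C PMN library PAT4694A39, the 10 most abundant genes took 63.9%, against 13.6% to 22.7%. Its mean correlation was 0.715, against 0.882 to 0.906, and it lay at -29.2 on PC1, against -155 to -95.6, and at 259 on PC2, against -42.2 to -10.3. Both are the libraries of lowest depth and both belong to series PAT4694. When the other C PMN libraries were thinned at random to the same total, the lowest had 10518 genes detected, against 9177 in the C PMN library itself. Among thinned PMN-MDSC libraries the lowest had 10793, against 9348. Fewer counts alone therefore do not account for the loss of genes or for the share of the most abundant ones, which in thinned libraries was at most 22.8% and 28.9%. A low amount or quality of RNA, or losses in amplification, may also leave few genes with most of the counts, and neither was tested. The PMN-MDSC library lay 397 from the centroid of its own population and 405 from that of C PMNs, and the C PMN library lay 375 from its own and 348 from that of PMN-MDSCs. Both were far from every centroid, so that these distances do not exclude a mislabelled library. The state or tumor of the dogs stays open and untested.

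In the H PMN library GAR4079A37, the 10 most abundant genes took 13.7% of the counts, against 15.2% to 15.4% in the other 4. The difference is small beside the 13.6% to 22.7% of the C PMN libraries other than PAT4694A39, and with 1.5 such libraries given by chance no explanation was tested.

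The change from conventional cell to MDSC differed between the lineages in 1098 of 13073 genes, 765 with a higher and 333 with a lower change in the PMN lineage. In 100 regroupings of the MDSC and conventional labels within each lineage, the real one included, 1 gave as many genes. Such regroupings remove the MDSC effect from both lineages. They therefore cannot tell a difference between the lineages from an effect that both share, and only the contrast itself addresses it. Without the 2 libraries of lowest depth the number was 2351, and with the library series as a term it was 1100, so that neither accounts for it. The source of the cells stays open, since PMN-MDSCs were sorted from the PBMC layer and C PMNs from the hyperdense pellet after red cell lysis, whereas M-MDSCs and C MONOs both came from the PBMC layer. The layer of origin and the lineage cannot be told apart in this design. A difference of biology between the 2 MDSC subsets likewise stays open and untested.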

How the results depend on the processing

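Apart from the settings without the 2 libraries under 10000000 counts (C PMN PAT4694A39 and PMN-MDSC PAT4694A43), which were chosen after the depths had been seen, the difference of the MDSC effect between series within the PMN lineage, and leaving out each library for the principal components, the alternatives were set before the data were examined. Of 176 alternatives that left out no single library in turn, 86 gave a result on the same side of its limit and 90 did not, where a count was held to 1.5 times its value. The results with a direction kept it, except that in series PAT4694 alone 44.4% of the genes called between M-MDSCs and C MONOs were higher in M-MDSCs, in place of 66.7%. Among the genes called in the 4 comparisons with any, and called again under an alternative, 0 had the opposite sign. Unless stated, the cause was not tested. No paired analysis was possible because the labels give no dog and no replicate number that joins libraries of different populations. The alternatives for the genes named in the paper, its shared list of genes and their order, the conserved genes and the gene sets were not run, because the IDs have no symbols here.

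The separation of M-MDSCs from C MONOs held under all 8 alternatives (exact permutation p from 0.000777 to 0.00233). That of PMN-MDSCs from C PMNs held under 8 of 9 (exact permutation p from 0.00037 to 0.0173), and was lost with the genes over 10 TPM in every library (exact permutation p = 0.0743). The 2 branches of the tree of populations were the same under 5 of 6 settings, and with single libraries only 55.0% of the 40 libraries lay in the branch of their lineage, since the first branch held the 2 shallowest libraries. The ratio of distances fell with the 500 most variable genes to 0.501 for PMN-MDSCs and 0.334 for M-MDSCs, and for M-MDSCs to 0.461 with the genes over 10 TPM and 0.474 with log2(CPM + 1). PC1 held 49.1% of the variance with log2(TPM + 1), 52.7% with log2(CPM + 1), 50.6% with the genes over 10 TPM, 74.0% with the 500 most variable genes, 29.7% with unit variance and 49.6% without the 2 shallowest libraries. PC2 held 22.3%, 19.6%, 32.4%, 6.10% and 18.8% under the first 5 of these. Across the 40 computations that each left out 1 library, PC1 ranged from 40.1% to 45.4% and PC2 from 9.14% to 13.8%.

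Between PMN-MDSCs and C PMNs, the 1032 genes became 1171 with DESeq2's size factors, 921 with library size alone, 1354 without a filter, 1522 with the exact test and 1000 with the library series as a term. The number was 2261 with DESeq2's Wald test, 1716 with the likelihood ratio test, 4485 with limma voom and 3426 with all 40 libraries in a single fit. It was 361 at an FDR of 0.01 and 272 with at least 10 counts in every library, where fewer genes (2415) were tested. Series GAR4079 alone gave 1954, and PAT4694 alone gave 0, with 598 at an unadjusted p under 0.05. Without the 2 shallowest libraries the number was 2355, and then 2510 with the series as a term, 2415 with DESeq2's size factors, 2739 with the likelihood ratio test, 2697 with the exact test and 0 in PAT4694 alone, with 714 at an unadjusted p under 0.05. It ranged from 715 to 2039 across the 19 fits that each left out 1 library, and from 494 to 2766 across the 90 that left out 1 of each population. The single libraries that moved it by over 1.5 times were C PMN PAT4694A39 (2039) and PMN-MDSC GAR4079A44 (1632).

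The 857 genes upregulated with FC of at least 2 stayed within 1.5 times under 9 of 19 alternatives. They became 203 with at least 10 counts in every library, 1927 with limma voom, 2066 with all libraries in a single fit, 350 at an FDR of 0.01, 0 in PAT4694 alone with either set of libraries (598 and 714 genes at an unadjusted p under 0.05), 1294 without the 2 shallowest libraries, and then 1335 with the series as a term, 1493 with the likelihood ratio test and 1480 with the exact test. With 1 library or 1 of each population left out they ranged from 467 to 1718, and reached 1501 without C PMN PAT4694A39. The 4 genes named by ID kept their direction in the 120 settings that tested the first and the 127 that tested each of the others. None was tested with at least 10 counts in every library, and the first was also not tested in PAT4694 alone with all libraries or in 6 fits that left out C PMN GAR4079A42. Their calls were lost in 1, 2, 3 and 3 settings, in each case in PAT4694 alone without the 2 shallowest libraries. Their log2 fold changes ranged from 5.24 to 8.34, 4.38 to 6.03, -1.88 to -1.36 and -2.31 to -1.69.

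Between M-MDSCs and C MONOs, 6 alternatives gave 67 to 119 genes. The number was 508 with DESeq2's Wald test, 339 with the likelihood ratio test, 329 with the exact test, 29 in the single fit, 11 at an FDR of 0.01, 0 in GAR4079 alone (769 at an unadjusted p under 0.05) and 9 in PAT4694 alone. Across the 13 fits that each left out 1 library it ranged from 21 (M-MDSC PAT4694A50) to 184 (M-MDSC GAR4079A51), and 4 of the 13 were within 1.5 times of the 90 from all libraries. Between M-MDSCs and H MONOs, the 28 genes became 60 with at least 10 counts in every library, 44 without a filter, 316 with DESeq2's Wald test, 201 with the likelihood ratio test, 193 with the exact test, 182 with limma voom, 0 in the single fit (844 at an unadjusted p under 0.05), 1 at an FDR of 0.01 and 7 with the series as a term. The 8 fits that each left out 1 library gave 0 (H MONO GAR4079A52 or GAR4079A54) to 57 (M-MDSC GAR4079A50).

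Between C PMNs and H PMNs, 0 genes were called with 1002 at an unadjusted p under 0.05, and the number was 259 with DESeq2's Wald test, 102 with the likelihood ratio test, 60 with the exact test, 133 with limma voom, 9 in the single fit, 94 in GAR4079 alone and 2 with the series as a term. Without the shallowest C PMN library it was 0, and then 13 with the series as a term, 229 with the likelihood ratio test and 202 with the exact test. The 15 fits that each left out 1 library gave 0 to 1, the 1 gene without C PMN GAR4079A42 or PAT4694A42. Between C MONOs and H MONOs, 0 genes were called with 938 at an unadjusted p under 0.05, against 58 with DESeq2's Wald test, 29 with the likelihood ratio test and 24 with the exact test, and 0 to 6 in the 11 fits that each left out 1 library, the 6 without C MONO GAR4079A57. Library size alone moved the median log2 fold change of all genes from 0.09 to -0.27 between C PMNs and H PMNs and from 0.16 to 0.02 between PMN-MDSCs and H PMNs.

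Between PMN-MDSCs and H PMNs, the 1053 genes became 473 with library size alone, 626 with at least 10 counts in every library, 2742 with DESeq2's Wald test, 2214 with the likelihood ratio test, 1906 with the exact test, 4909 with limma voom, 2697 in the single fit, 117 at an FDR of 0.01, 651 with the series as a term and 2575 in GAR4079 alone. Without the shallowest PMN-MDSC library the number was 2268, and then 1878 with the series as a term, 2283 with DESeq2's size factors, 2826 with the likelihood ratio test and 2723 with the exact test. The 14 fits that each left out 1 library gave 277 (H PMN GAR4079A33) to 2268 (PMN-MDSC PAT4694A43). The 1098 genes whose MDSC effect differed between lineages became 1834 with the likelihood ratio test, 307 with at least 10 counts in every library, where 2362 genes were tested, and 2351 without the 2 shallowest libraries. For the effect of cancer, 0 genes differed between lineages, with 712 at an unadjusted p under 0.05, and 6 with the likelihood ratio test. The 367 genes that differed between series in the PMN lineage became 28 without the 2 shallowest libraries.

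In simulated data, the share of 200 genes changed by 4-fold that the quasi-likelihood test recovered was 42.0% for PMN-MDSCs against C PMNs, 66.0% for M-MDSCs against C MONOs, 40.0% for C PMNs against H PMNs, 62.5% for C MONOs against H MONOs, 14.5% for PMN-MDSCs against H PMNs and 39.5% for M-MDSCs against H MONOs. Of its calls, 0% to 9.20% were false, against 3.57% to 6.82% with limma voom, 7.58% to 26.0% with the likelihood ratio test, 7.75% to 23.2% with the exact test and 12.0% to 31.3% with DESeq2's Wald test. Thinned at random to the totals of the 2 shallowest libraries, the others kept 6662 to 7727 genes with at least 10 counts in C PMNs and 8010 to 8948 in PMN-MDSCs, whereas the shallowest had 3470 and 3959, fewer than the depth alone gives.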

Differences from the paper's values

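PC1 held 41.0% of the variance here, against the paper's 63.8%, with a jackknife standard error of 6.37 percentage points used as the spread. Among the alternatives set before the data were examined, the value came within 1.5 times of the paper's with log2(TPM + 1) (49.1%), log2(CPM + 1) (52.7%), the genes over 10 TPM in every library (50.6%) and the 500 most variable genes (74.0%). It did not with the difference between series removed (42.5%), DESeq2's size factors (40.8%) or genes scaled to unit variance (29.7%). For PC2 the value was 13.4%, against the paper's 8.22%, with a jackknife standard error of 4.78 percentage points. The gap closed to the same extent with the difference between series removed (12.2%) and with the 500 most variable genes (6.10%). It stayed open with DESeq2's size factors (13.5%), log2(TPM + 1) (22.3%), log2(CPM + 1) (19.6%), the genes over 10 TPM (32.4%) and unit variance (18.8%). Without the 2 libraries of lowest depth, a setting chosen after seeing the values, PC1 was 49.6% and PC2 8.76%, both within 1.5 times of the paper's. Leaving out PMN-MDSC PAT4694A43 alone gave 45.4% and 9.14%, and leaving out C PMN PAT4694A39 alone gave 44.4% and 11.6%, also chosen after seeing the values.

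The paper gives about 1200 upregulated genes in Fig. 5, read by eye, against 857 here, and about 11000 genes in Fig. 3a, read by eye, against 14467 here, and neither pair was more than 1.5 times apart.

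The paper states that genes differed between the PMNs, and between the monocytes, of tumor-bearing and healthy dogs. Here 0 genes were called between C PMNs and H PMNs, with 1002 at an unadjusted p under 0.05, and 0 between C MONOs and H MONOs, with 938 at an unadjusted p under 0.05. Genes were called between C PMNs and H PMNs with DESeq2's Wald test (259), limma voom (133), edgeR's likelihood ratio test (102), series GAR4079 alone (94), edgeR's exact test (60), all libraries in a single fit (9) and the series as a term (2), and 1 gene without C PMN GAR4079A42 or PAT4694A42. Without the C PMN library of lowest depth, chosen after seeing the values, the likelihood ratio test called 229, the exact test 202 and the fit with the series as a term 13. Between C MONOs and H MONOs, DESeq2's Wald test called 58, the likelihood ratio test 29 and the exact test 24, and 6 were called without C MONO GAR4079A57.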

Other observations

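The 3 tests that turn on the 2 libraries of lowest depth (C PMN PAT4694A39 and PMN-MDSC PAT4694A43) were chosen after the results had been seen. To ask how often chance gives as many genes, the libraries of each comparison were divided into groups of the same sizes, with the real division counted among the splits. For PMN-MDSCs against C PMNs, 1 of 100 splits gave as many as the 1032 genes, and without the 2 libraries of lowest depth 1 of 100 gave as many as 2355. For M-MDSCs against C MONOs, 1 of 100 splits gave as many as 90, and for M-MDSCs against H MONOs 1 of 56 gave as many as 28. For PMN-MDSCs against H PMNs, 2 of 100 splits gave as many as 1053. The other one, with 1481 genes, set 5 PMN-MDSC libraries against the remaining 4 with all 5 H PMN libraries, with 2 libraries of series PAT4694 on each side, and so did not follow the series. The real split gave 0 genes for C PMNs against H PMNs and for C MONOs against H MONOs, so that in each 100 of 100 splits had to give as many, which decides nothing, and the highest other counts were 371 and 10.

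All libraries of healthy dogs were in series GAR4079. Within it, C PMNs and H PMNs differed in 94 genes, and 1 of 100 splits gave as many, so that a difference between series is not needed for calls in this comparison. Between C MONOs and H MONOs, 0 genes were called within the series, with 614 at an unadjusted p under 0.05, as with all libraries, and an effect of the series on this comparison cannot be told apart from its absence, because no gene was called with either set of libraries. The effect of cancer differed between the lineages in 0 genes, with 712 at an unadjusted p under 0.05, so that 100 of 100 regroupings gave as many, which decides nothing. Between the series, 367 genes differed in the PMN lineage (345 higher in PAT4694 and 22 lower), and 2 of 100 regroupings gave as many, the other one keeping the series of 15 of 19 libraries. Without the 2 libraries of lowest depth, both in PAT4694, 28 genes differed in this lineage (24 higher and 4 lower). In the MONO lineage 122 genes differed (101 higher and 21 lower), and 1 of 100 regroupings gave as many.

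Between PMN-MDSCs and C PMNs, 0 genes were called within series PAT4694, with 598 at an unadjusted p under 0.05, against 1954 within GAR4079. The difference between the series was itself tested, and 0 genes passed, with 397 at an unadjusted p under 0.05, which does not show that the series are alike. With a count of 0, all 100 of 100 regroupings must give as many, and their number decides nothing. The number of libraries is a candidate explanation, since 37 of the 75 sets of 4 PMN-MDSC and 4 C PMN libraries of GAR4079 also gave 0 genes. The median of the 75 sets was 1 gene and the highest 3745. The count thus also depended on which libraries a set held, and the number of libraries alone does not fix it. The 2 libraries of lowest depth, both in PAT4694, might also contribute. Without them the number was again 0, with 714 at an unadjusted p under 0.05, but 61 of 100 draws of 3 and 3 libraries of GAR4079 gave 0 as well, so that their part cannot be told apart from that of the number of libraries. Of the 1954 genes, 90.8% moved in the same direction in PAT4694 (exact permutation test over 70 relabellings of that series, p = 0.0143, the smallest p they allow), where relabelling gave a median of 49.9%. This argues against a difference present in GAR4079 alone.

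Fewer genes were called with all 19 libraries (1032) than in GAR4079 alone. Without the 2 libraries of lowest depth 2355 were called. Of the 90 sets that left out 1 PMN-MDSC and 1 C PMN library, the 9 without the C PMN library PAT4694A39 gave 1494 to 2766 genes, and the 81 that kept it gave 494 to 1484. Leaving out this library alone gave 2039, the highest of the 19 fits that each left out 1 library. It is therefore a candidate explanation for the lower number. Of the 9 sets, 2 gave more than the set that also left out PMN-MDSC PAT4694A43. The test of both libraries together had been set against the range of all 90, which includes these 9, and was poorly posed for this reason, and the part of PMN-MDSC PAT4694A43 cannot be told apart from that of other PMN-MDSC libraries.

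Monocytes carried over in the PMN-MDSC sort may raise genes in PMN-MDSCs. The monocyte list of 50 genes, made from the libraries of healthy dogs, had a median of 1023 CPM in C MONOs, 7.02 in C PMNs and 23.0 in PMN-MDSCs. Of the list, 48 genes were higher in PMN-MDSCs, 9 of them called, and the median share of C MONO RNA they gave was 1.05% (quartiles 0.521% and 5.97%). For 99.2% of the 871 genes that rose, this share gave less than 50% of the rise, and for 91.5% so did the upper quartile. In 342 of the 871, the level in PMN-MDSCs was above that in C MONOs. These values argue against monocytes as the explanation for most of the genes, and leave open a small share. Lymphocytes, platelets and other cells of the PBMC layer were not tested. The neutrophil list of 50 genes had a median of 198 CPM in C PMNs, 2.77 in C MONOs and 9.61 in M-MDSCs. Of it, 48 genes were higher in M-MDSCs, 7 of them called, with a median share of 2.71% (quartiles 1.31% and 4.14%). For 91.7% of the 60 genes that rose in M-MDSCs the share gave less than 50% of the rise, and for 85.0% so did the upper quartile, and 9 of the 60 were above their level in C PMNs.

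Of the genes called between PMN-MDSCs and C PMNs, more were higher than lower in all quartiles of gene length (82.0%, 84.3%, 84.8% and 87.0% higher, from the shortest to the longest), which argues against gene length as the explanation for this imbalance.

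Of the 9892 genes tested in both MDSC comparisons, 4 were higher in both subsets than in their conventional population, against 5.02 given by chance (Fisher's exact test, two-sided, p = 0.816), and 0 were lower in both, against 0.286 (Fisher's exact test, two-sided, p = 1). A further 4 were higher in PMN-MDSCs and lower in M-MDSCs, against 1.50, and 4 the reverse, against 0.952. Without the 2 libraries of lowest depth, of 9998 genes 6 were higher in both, against 8.69, 0 were lower in both, against 1.51, 7 were higher in PMN-MDSCs and lower in M-MDSCs, against 2.61, and 23 the reverse, against 5.04. The genes with opposite directions were not tested against chance.

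The 2 PMN-MDSC libraries nearest to the C PMN centroid were GAR4079A44, 126 from it and 187 from the centroid of the other PMN-MDSCs, and PAT4694A44, 144 and 186. On PC3 they lay at -17.1 and -20.0, PAT4694A43 at 4.56 and the other 6 between 94.6 and 134.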
